# Downregulation of TET1 Promotes Bladder Cancer Cell Proliferation and Invasion by Reducing DNA Hydroxymethylation of AJAP1

**DOI:** 10.3389/fonc.2020.00667

**Published:** 2020-05-21

**Authors:** Yi-lin Yan, Zheng-nan Huang, Zhen Zhu, Yang-yan Cui, Mei-qian Li, Rui-min Huang, Jun Yan, Bing Shen

**Keywords:** ten-eleven translocation 1 (TET1), DNA methylation, bladder cancer, vitamin C, adherens junction-associated protein 1 (AJAP1)

## Abstract

Ten-eleven translocation 1 (TET1) is a member of methylcytosine dioxygenase, which catalyzes 5-methylcytosine (5 mC) to 5-hydroxymethylcytosine (5 hmC) to promote the demethylation process. The dysregulated TET1 protein and 5 hmC level were reported to either suppress or promote carcinogenesis in a cancer type-dependent manner. Currently, the role of TET1 in the development of urinary bladder cancer (UBC) and its underlying molecular mechanisms remain unclear. Herein, we found that TET1 expression was downregulated in UBC specimens compared with normal urothelium and was inversely related to tumor stage and grade and overall survival, suggesting its negative association with UBC progression. TET1 silencing in UBC cells increased cell proliferation and invasiveness while the ectopic expression of wild-type TET1-CD, but not its enzymatic inactive mutant, reversed these effects and suppressed tumorigenicity *in vivo*. In addition, as a direct regulator of TET1 activity, vitamin C treatment increased 5 hmC level and inhibited the anchorage-independent growth and tumorigenicity of UBC cells. Furthermore, we found that TET1 maintained the hypomethylation in the promoter of the AJAP1 gene, which codes for adherens junction-associated protein 1. The downregulation of AJAP1 reversed TET1-CD-induced nuclear translocation of β-catenin, thus inhibiting the expression of its downstream genes. In human UBC specimens, AJAP1 is frequently downregulated and positively associated with TET1. Notably, low expression levels of both TET1 and AJAP1 predict poor prognosis in UBC patients. In conclusion, we found that the frequently downregulated TET1 level reduces the hydroxymethylation of AJAP1 promoter and subsequently activates β-catenin signaling to promote UBC development. The downregulation of both TET1 and AJAP1 might be a promising prognostic biomarker for UBC patients.

## Introduction

Urinary bladder cancer (UBC) is among the major causes of cancer-related deaths worldwide and is one of the most common cancers in the urinary tract, with nearly 550,000 newly diagnosed cases of UBC and 200,000 deaths worldwide in 2018 (1). Though non-muscle-invasive bladder cancers, which account for ~75% of UBC cases, are often treatable but recur frequently, the rest 25% of UBCs are muscle-invasive with poor prognosis, despite optimal treatment with surgery and chemotherapy (2, 3). Therefore, it is of great significance to elucidate the molecular mechanisms that promote UBC development and progression.

The process of UBC progression is complex, including genetic and epigenetic abnormalities (4, 5). Recent studies demonstrated that hypermethylation of promoters and subsequently silenced tumor suppressor genes were involved in UBC development (6, 7). Ten-eleven translocation (TET) family members are key players of DNA demethylation contrary to DNA methyltransferases (DNMTs). They can maintain genes in an unmethylated state by acting as a dioxygenase *via* conversion of 5-methylcytosine (5 mC) to 5-hydroxymethylcytosine (5 hmC) or by competing with DNMTs which results in passive demethylation (8). Aberrant expression of TET1 was reported to be more frequently detected in solid tumors, while TET2 was frequently mutated in hematopoietic malignancy and TET3 was less mentioned (9). As a frequently downregulated gene, TET1 acts as a tumor suppressor in multiple malignancies such as breast, gastric, colon, nasopharyngeal, and renal cancer (10–14). However, in some other cancers such as ovarian and triple-negative breast cancer, TET1 can promote carcinogenesis. The evidences above suggest that TET1 functions in a cell context-dependent manner (15, 16). So far, the role of TET1 in UBC has not been clearly elucidated.

Abnormal activation of Wnt/β-catenin pathway has been implicated in human UBC progression (17). Once Wnt ligands bind to Frizzled (Fz)-low-density-lipoprotein (LRP) receptors, the complex induces stabilization and nuclear localization of β-catenin, which eventually coactivates transcription factor (TCF) to transactivate downstream target gene expression. We previously identified Wnt7A as a key positive regulator to activate the canonical Wnt/β-catenin pathway and subsequently to promote metastasis of UBC cells to the lung (18). On the contrary, there also exist several Wnt antagonists, which consist of secreted frizzled-related protein (sFRP) and Dickkopf (DKK) members (19). The sFRP proteins inhibit Wnt signaling by directly binding to Wnt proteins, while DKKs bind to the LRP5/LRP6 components of the Wnt receptor complex. In addition, a number of negative regulators of Wnt signaling have been identified recently. Adherens junction-associated protein 1 (AJAP1, also known as SHREW1) is a membrane protein that is reported to interact with and subsequently sequester β-catenin in the cytosol to inhibit the activation of Wnt/β-catenin signaling (20). AJAP1 is downregulated in several malignancies, including glioma, hepatocellular carcinoma, and gastric cancer (21–23). However, it remains to identify the regulation of AJAP1 in cancer development.

Herein we sought to determine whether TET1 acts a critical role in bladder carcinogenesis and whether the increase of TET1 activity by vitamin C can suppress tumorigenicity. We also exploited gene expression profiling to identify one key downstream target gene AJAP1, whose promoter is hydroxymethylated by TET1. We also examined whether AJAP1 is a critical regulator of TET1-induced tumor suppression and inhibition of Wnt/β-catenin pathway. Our data revealed that the downregulation of TET1 and AJAP1 can predict worse clinical outcomes in UBC patients.

## Materials and Methods

### Cell Lines and Chemicals

Human UBC cell lines (5637, T24, J82, SCaBER, SW780, and UMUC-3) and nonmalignant urothelial cell line (SV-HUC-1) were obtained from Cell Bank of Type Culture Collection, Chinese Academy of Sciences (Shanghai, China). These cell lines were maintained in RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS) and 1% antibiotics (100 U/ml penicillin and 100 μg/ml streptomycin) at 37°C in a humidified incubator containing 5% CO_2_. Vitamin C (L-ascorbic acid), 5-aza-dC, and 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) reagent were purchased from Sigma-Aldrich (St. Louis, MO, USA).

### Construction of Plasmids and Stable Cell Line Establishment

The TET1 cDNA-containing catalytic domain (CD) was subcloned from pCMV3-C-GFPSpark-TET1 plasmid (Cat# HG19726-ACG; Sino Biological, Inc., Beijing, China) into pCDH-3 × FLAG plasmid. TET1-CDmut (H1672Y/H1674A) with two amino acid substitutions in CD regions (enzymatically inactive) was generated from pCDH-3 × FLAG-TET1CD plasmid with Mut Express II Fast Mutagenesis Kit (Cat# C214-01; Vazyme, Nanjing, China). PCR primer for subcloning are listed in Table S1. Two shRNA plasmids targeting TET1 were constructed using the lentiviral pLKO.1 backbone with puromycin resistance. The sequences for TET1-targeting shRNAs were as follows: shTET1-1: 5′-GCAGCTAATGAAGGTCCAGAA-3′; and shTET1-2: 5′-CCCAGAAGATTTAGAATTGAT-3′. Lentiviral particles were produced in 293FT cells co-transfected with the respective plasmid, an envelope plasmid (VSVG) and a packing plasmid (gag-pol). UBC cells were transfected with virus particles, and the infected cells were selected by 1 μg/ml puromycin (Cat# ISY1130; Yeasen, Shanghai, China) for 7 days. Knockdown and overexpression efficiency were determined by RT-PCR and Western blotting.

### Transient Transfections

For siRNA-mediated knockdown, siRNAs were synthesized by GenePharma (Shanghai, China), and transient transfections were performed using Lipofectamine 3000 (Thermo Fisher Scientific) transfection reagent according to the manufacturer's protocol. For functional assays, all siRNA transfections were for at least 24 h in a 50-nM concentration. The sequences were as follows: siAJAP1: 5′-CCACAGAGACUGAGUUCAU-3′; siNC (noncoding control): 5′-UUCUCCGAACGUGUCACGU-3′.

### Immunohistochemistry

Formalin-fixed, paraffin-embedded specimens were from 88 patients diagnosed with UBC at the Department of Urology, Shanghai General Hospital, affiliated with Shanghai Jiaotong University, between 2007 and 2015. The ethics committees of the Shanghai General Hospital approved the protocol. Paraffin sections were deparaffinized in xylene for antigen retrieval, followed by the incubation with anti-TET1 (1:500, Cat# 124207; GeneTex, CA), anti-5 hmC (1:1,000, Cat# 39769; Active Motif, Carlsbad, CA), anti-AJAP1 (1:250, Cat# 223117; Abcam, Cambridge, UK), anti-β-catenin (1:500, Cat# 610153; BD Biosciences, San Jose, CA) antibody at 4°C overnight. On the next day, the 3,3′-diaminobenzidine (DAB) kit (DAB-0031; Maixin Bio, Fujian, China) was applied to visualize the localization of the antigen and counterstain sections with hematoxylin. Antibodies are listed in Table S2. Briefly, staining score of each slide was evaluated through staining intensity (0 = no staining; 1 = weak staining; 2 = moderate staining; 3 = intense staining) and percentage of positive tumor cells (1 = 0–25%; 2 = 25–49%; 3 = 50–75%; 4 = 75–100%). A final score was given by multiplying the staining with the intensity score between 0 and 12. A score of 0–6 signals low expression, whereas 7–12 indicates high expression.

### Immunofluorescence

T24 cells were transfected with siAJAP1 or siNC for 48 h, cells were seeded on glass slides, fixed in 4% paraformaldehyde, and blocked by 1% bovine serum albumin (BSA)/phosphate buffered saline (PBS), followed by permeabilization with 0.1% Triton X-100 for 30 min. Then cells were incubated overnight at 4°C with primary antibodies against with anti-β-catenin antibody (1:400, Cat# 610153; BD Biosciences, San Jose, CA). Alexa 555-conjugated secondary antibody was added for 1 h at room temperature. Finally, cells were counterstained with 4′,6-diamidino-2-phenylindole (DAPI), and images from three replications were captured (Olympus, Tokyo, Japan). Antibodies are listed in Table S2. All experiments were performed three times.

### Western Blotting

Cells were lysed by radioimmunoprecipitation assay (RIPA) buffer containing phosphatase and protease inhibitor cocktail. Twenty micrograms of proteins in the lysates were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto polyvinylidene fluoride (PVDF) membrane (Millipore, Billerica, MA, USA). After blocking with 5% nonfat milk in PBST, the membrane was incubated with primary antibodies overnight at 4°C. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as a loading control. The membranes were then incubated with secondary antibody respectively. The Western blots were visualized using the enhanced chemiluminescence (ECL) substrate kit (Tanon Science & Technology, Shanghai, China). Antibodies are listed in Table S2. All experimental procedures were repeated at least twice.

### RNA Isolation and Quantitative Reverse Transcription-PCR

Total RNA was extracted using TRIzol reagent (TaKaRa, Dalian, China) and then reverse transcribed into cDNA by Prime-Script RT-PCR kit (TaKaRa, Dalian, China) according to manufacturer's instructions. For AJAP1 detection, 5637 shC and shTET1 cells were seeded in 6-well plates, treated with vehicle or 0.25 mM vitamin C for 72 h, followed by RNA extraction and reversely transcribed into cDNA by the aforementioned method. The expression levels of genes were detected with SYBR Green (high ROX) in an ABI StepOne Real Time PCR instrument (Applied Biosystems, USA). All targets and references were amplified in triplicate. The relative amount of mRNA was normalized by β-actin. Primer sequences for qRT-PCR were listed in Table S1.

### Transwell Invasion Assay

Eight-micrometer transwell filters were used to evaluate the invasive capacity of UBC cells. Mixture of Matrigel and serum-free medium (1:8) was added to the upper chamber and then incubated at 37°C 2 h for gelling. RPMI 1640 culture medium with 10% FBS was added to the bottom well. 1 × 10^5^ cells in 100 μl were then seeded in the upper chamber. After incubation for 13 h (T24 cells) and 18 h (5,637 cells), the UBC cells were fixed with 4% formaldehyde for 15 min and stained with 0.1% crystal violet for 10 min at room temperature. The numbers of invaded cells were counted in three randomly selected fields under a microscope (Leica Microsystems, Wetzlar, Germany). All experiments were performed three times.

### Wound Healing Assay

Briefly, cells were seeded into 6-well plates per well until confluent. The monolayers were scratched with a 100-μl pipette tip and cultured in serum-free medium. Images of the scratch were taken at 0, 12, and 24 h to evaluate the wound closure. All experiments were performed three times.

### Dot Blot Analysis

Genomic DNA was extracted with a QIAamp DNA Mini Kit according to the manufacturer's instructions (Cat# 51304; Qiagen, Germany). The DNA samples were then sonicated and denatured *via* incubation at 95°C for 10 min. Equal amounts of DNA were loaded onto the membranes. After UV cross-linking at 1,200 J/m^2^ and being blocked with 5% nonfat milk for 1 h at room temperature, the membrane was incubated with primary antibodies against 5 hmC (1:10,000, Cat# 39769; Active Motif, Carlsbad, CA) overnight at 4°C. Membranes were incubated with secondary antibodies, and the DNA was detected using ECL substrate kit (Tanon Science & Technology). The membranes were stained with methylene blue (Sangon BioTech, Shanghai, China) to ensure equal loading.

### Cell Proliferation Assay

The cell proliferation assay was performed using MTT reagent (Sigma). For each cell line, 2,000 cells per well were seeded in a 96-well plate. After 12 h, which is identified as 0 time point, 10 μl MTT was added in each well and incubated at 37°C for 4 h. After the MTT solution was removed, 100 μl dimethylsulfoxide (DMSO) was added into each well and incubated at 37°C for 10 min. The detected absorbance is 490 nm. Similar procedure was performed at 24, 48, and 72 h. All proliferative assays were repeated independently for three times.

For cell viability assay, 5,637 shC and shTET1 cells were seeded at 2,000 cells per well in a 96-well plate. Cells were treated with vehicle or 0.25 mM vitamin C. After 72 h, 10 μl MTT was added in each well and incubated at 37°C for 4 h. After the MTT solution was removed, 100 μl DMSO was added into each well and incubated at 37°C for 10 min. The detected absorbance is 490 nm.

### Colony Formation Assay

UBC cells were plated at 500 cells for each well in 6-well plates and treated with or without vitamin C for 14 days. In addition, 5,637 shC and shTET1 cells were plated at 500 cells for each well in 6-well plates and treated with vehicle or 0.25 mM vitamin C for 10 days. Cells were washed by PBS, fixed with formaldehyde, and stained with 0.1% crystal violet at room temperature. Colonies (≥50 cells/colony) were counted in each dish.

### Apoptosis Assay

The apoptosis assay was performed by Annexin V–fluorescein isothiocyanate (FITC)/propidium iodide (PI) double staining kit (Cat# 40302; Yeasen, Shanghai, China), according to the manual's instruction. In brief, T24 cells were plated on 6-well plates at a density of 2 × 10^5^ cells/well to assess apoptosis. After incubation for 48 h treated with or without vitamin C, cells were harvested and resuspended in 100 μl binding buffer containing 10 μl Annexin V–FITC and 5 μl PI. After 15 min incubation at room temperature in the dark, samples were then analyzed by flow cytometry with FACSCalibur (BD Biosciences). Results of apoptotic assay were obtained from three different replications.

### 5-Aza-dC Treatment

The demethylation agent 5-aza-deoxycytidine (5-aza-dC, Cat# A3656; Sigma-Aldrich, St. Louis, MO) was added to the culture medium at the concentration of 10 μM. Cells were harvested, and mRNA levels were analyzed by quantitative real-time RT-PCR 5 days after 5-aza-dC treatment.

### Soft Agar Assay

The potential effect of TET1 or vitamin C on anchorage-independent proliferation in human UBC cells were measured by soft agar assay, as described previously (24). Briefly, 2 × 10^3^ of T24 (Vector), T24 (TET1-CD), or T24 (TET1-CDmut) cells were mixed with 0.35% low-melt agarose (the upper layer) on the bottom layer of 0.7% low-melt agarose containing 0.1 mM vitamin C or not in each well of 6-well plate. Cells were then cultured for 14 days at 37°C, 5% CO_2_, and colonies were then stained with p-iodonitrotetrazolium violet (Sigma-Aldrich) overnight. Colonies were photographed, and the ones with >100 μm in diameter were chosen.

### *In vivo* Xenograft Models

Five-week-old male athymic nude mice nu/nu were purchased from The Model Animal Research Center of Nanjing University (Nanjing, China). A total of 5 × 10^6^ T24 Vector or TET1-CD cells resuspended in 100 μl PBS were subcutaneously (s.c.) injected into one flank of mice. Treatment was initiated when the xenografts reached approximately 150 mm^3^. Vitamin C (4 g/kg) or vehicle (saline) was administered intraperitoneally everyday. The animal protocol was approved by the Institutional Animal Care & Use Committee of Model Animal Research Center of Nanjing University.

### Transcriptome and Bioinformatics Analysis

Transcriptome analysis was performed by GENEWIZ Biotechnology Co. (Suzhou, China). Briefly, total RNAs in control or TET1-CD overexpression cells were extracted using Trizol reagent. Next-generation sequencing library preparations were constructed according to the manufacturer's protocol. Then libraries with different indices were multiplexed and loaded on an Illumina HiSeq instrument (Illumina, San Diego, CA). Differential expression analysis used the DESeq2 Bioconductor package, and differentially expressed genes (DEGs) were identified with a fold change ≥2 and *p* < 0.05. DEGs were then subjected to heatmap and enrichment analysis of GO analysis. The RNAseq data were uploaded with GEO accession No. GSE137646.

### Co-immunoprecipitation

Cells were lysed in CLB buffer (50 mM Tris pH8.0, 100 mM NaCl, 10 mM NaF, 1 mM Na_3_VO_4_, 1% NP-40, 10% Glycerol) supplemented with protease inhibitors (protease inhibitor cocktail, M5293, AbMole BioScience) and phosphatase inhibitors (phosphatase inhibitor cocktail set A, and B, M7528, AbMole BioScience). The protein concentrations of lysates were measured by the BCA protein assay kit (23225, Thermo). The same amounts of whole cell lysates were resolved by SDS-PAGE and immunoblotted with indicated antibodies. For immunoprecipitation, 1,000-μg lysates were incubated with the indicated antibody (1 μg) for 3–4 h at 4°C followed by 1 h incubation with Protein A/G Sepharose beads (Protein A/G plus-agarose, sc-2003; Santa Cruz Biotechnology, Inc., Dallas, TX). Immunoprecipitants were washed five times with N, NaCl; E, EDTA; T, Tris; N, NP-40 (NETN) buffer (20 mM Tris, pH 8.0, 100 mM NaCl, 1 mM EDTA, and 0.5% NP-40) before being resolved by SDS-PAGE and immunoblotted with indicated antibodies.

### Hydroxymethylated DNA Immunoprecipitation

Hydroxymethylated DNA immunoprecipitation (hMeDIP) assay was performed with the hMeDIP kit (Cat# 55010; Active Motif, Carlsbad, CA). Briefly, genomic DNA extracted from cells was sonicated to an average fragment size of 200–500 bp, 10% as input. Then, add reagents and 4 μl of anti-5 hmC in the order list to each IP reaction, rabbit IgG as negative control. After overnight incubation with end-to-end rotation at 4°C, 25 μl of protein G magnetic beads were added and incubated for 2 h at 4°C. After three washes with Buffer C and two wash times with Buffer D, DNA was eluted with Proteinase K, then purified using the Chromatin IP DNA Purification Kit (Cat# 58002; Active Motif) according to the manufacturer's instructions. DNA was analyzed by quantitative real-time PCR. Primer sequences are provided in Table S1. The hMeDIP assay was performed in triplicate.

### Fractionation of Cytosol and Nuclear Protein Lysate

A total of 2 × 10^6^ T24 cells were lysed using Nuclear and Cytoplasmic Protein Extraction Kit (Cat# 20126ES50;Yeasen). Samples were normalized for protein concentration using Pierce BCA Protein Assay. Then, 10 μg of each cytosolic and nuclear extract sample were analyzed by SDS-PAGE and Western blotting using specific antibodies.

### Statistical Analysis

All data were analyzed with GraphPad Prism 6.0 and presented as means ± SD of three independent experiments. Statistical significance was assessed by Student's *t*-test to compare the means of two groups. Pearson correlation test was used to determine the correlation of different gene expressions. Kaplan–Meier survival curves with log-rank test were used to analyze overall survival (OS). ^*^p < 0.05, ^**^p < 0.01, and ^***^p < 0.001 were considered significant.

## Results

### Ten-Eleven Translocation 1 Was Downregulated in Human Urinary Bladder Cancer Tissues, and Its Low Expression Predicts Poor Prognosis in Urinary Bladder Cancer Patients

We first examined the expression levels of TET1 in 24 pairs of UBC tissues and their corresponding adjacent normal bladder tissues. As shown in Figures 1A,B, TET1 was reduced in 75.0% UBC tissues at protein levels (*n* = 24). We next examined a panel of immortalized normal urothelial and UBC cell lines. As shown in Figure 1C, TET1 protein expression level was lower in most UBC cell lines than in a nonmalignant normal urothelial cell line SV-HUC-1. Consistently, we observed that TET1 remarkably expresses in the nuclei of normal urothelial cells, but its expression levels reduce in UBC cells on the same section of human UBC patient specimen by immunohistochemical (IHC) staining (Figure 1D). Representative images of varying staining intensities of TET1 in a cohort of 88 UBC samples are also shown in Figure S1 and Figure 1E. We found that TET1 protein level is significantly associated with T stage (*p* = 0.002) and tumor grade (*p* < 0.001; Table 1). IHC data also demonstrated that compared with the patients with high TET1 expression levels, patients with low expression of TET1 showed poor survival outcomes (*p* = 0.023; Figure 1F). Furthermore, there was a significant correlation between TET1 and 5 hmC levels, suggesting that TET1 expression is positively associated with its enzymatic activity in UBC specimens (*n* = 16, R = 0.8874, *p* < 0.001; Figures 1E,G). These data suggest that the low level of TET1 could be related to cancer progression and poor survival of UBC patients.

**Figure 1:**
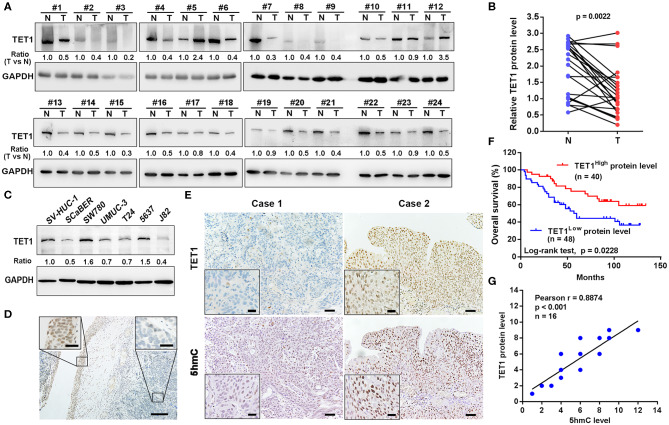
Ten-eleven translocation 1 (TET1) was underexpressed in human urinary bladder cancer (UBC) tissues, and its low expression predicts poor prognosis in UBC patients. **(A)** The expression of TET1 protein in 24 pairs of UBC (T) and matched adjacent normal bladder tissues (N) by Western blotting. **(B)** TET1 protein expression levels by quantitation of densities of protein bands from Western blot in UBC tissues relative to the normal (*n* = 24, *p* = 0.0022) by ImageJ software. **(C)** Endogenous expression of TET1 in various human UBC cell lines and a nonmalignant normal urothelial cell line by Western blotting. **(D)** Immunohistochemical (IHC) staining of TET1 expression in a section containing cancerous (right insect) and its adjacent normal urothelial cells (left insect). Scale bar, 100 and 20 μm (inset). **(E)** The representative IHC images of TET1 and 5-hydroxymethylcytosine (5 hmC) expression in UBC tissues. **(F)** Kaplan–Meier analysis of the correlation between TET1 expression and overall survival (OS) in UBC patients through IHC score (*n* = 88). **(G)** The correlation of TET1 and 5 hmC expression in UBC tissues were analyzed by Pearson correlation coefficient analysis. The correlation coefficient and *p*-values are shown. Scale bar, 50 and 20 μm (inset).

**Table 1:** The association between ten-eleven translocation 1 (TET1) protein levels and clinicopathological features of urinary bladder cancer (UBC) patients.

**Characteristics**	**Number**	**Expression of TET1**		***p*-value**
		**High (*n*, %)**	**Low (*n*, %)**	
Gender				0.88
Male	72	33 (45.8%)	39 (54.2%)	
Female	16	7 (43.8%)	9 (56.2%)	
Age				0.968
≥65	53	24 (45.3%)	29 (54.7%)	
<65	35	16 (45.7%)	19 (54.3%)	
T stage				**0.002**
Ta-1	50	30 (60.0%)	20 (40.0%)	
T2-4	38	10 (26.3%)	28 (73.7%)	
Tumor grade				**<0.001**
Low	33	24 (72.8%)	9 (27.2%)	
High	55	16 (29.1%)	39 (70.8%)	
N stage				0.332
N0	77	37 (48.1%)	40 (51.9%)	
≥N1	11	3 (27.3%)	8 (72.7%)	

*Numbers in bold indicate p value with statistical difference*.

### Knockdown of Ten-Eleven Translocation 1 Facilitates Urinary Bladder Cancer Cell Proliferation and Invasion

To explore the role of TET1 in UBC development, 5,637 cells with high TET1 expression were infected with lentiviruses expressing short hairpin RNA targeting TET1 (sh1 and sh2) and control shRNA (shC). TET1 expression and 5 hmC levels were decreased in TET-knockdown cells compared to shC cells (Figures 2A,B). The depletion of TET1 in 5637 cells significantly stimulated cell proliferation, as determined by MTT analysis and colony formation assay (Figures 2C,D). Furthermore, wound-healing and transwell invasion assays demonstrated that TET1 deficiency also significantly promoted migration and invasion capacities of UBC cells (Figures 2E,F). Meanwhile, we also knocked down TET1 in nonmalignant urothelial cell line SV-HUC-1 (Figures S2A,B), with the reduction of 5 hmC levels (Figure S2C). TET1 deficiency also promotes cell proliferation and invasiveness of SV-HUC-1 cells (Figures S2D,E). In summary, these data provided the evidence that loss of TET1 could induce cell proliferation and invasion of UBC and nonmalignant urothelial cells.

**Figure 2:**
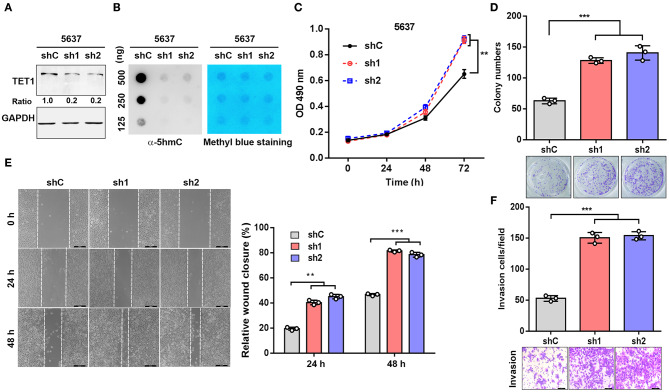
Knockdown of ten-eleven translocation 1 (TET1) facilitates urinary bladder cancer (UBC) cell proliferation and invasion. **(A,B)** The efficiency of knockdown of TET1 **(A)** and 5-hydroxymethylcytosine (5 hmC) level **(B)** in 5,637 cell line were confirmed by Western blotting and dot blot, respectively. **(C–F)** Effects of TET1 knockdown on cell proliferation **(C)**, colony formation **(D)**, migration **(E)**, and invasion **(F)** of UBC cells. Scale bar, 200 μm **(E)** and 100 μm **(F)** **p < 0.01, ***p < 0.001.

### Ectopic Expression of Ten-Eleven Translocation 1-CD and Vitamin C Treatment Reduce Urinary Bladder Cancer Cell Proliferation and Invasion, Dependent on Its Catalytic Domain

To further investigate whether the enzymatic activity of TET1 protein is disposable for its tumor-suppressive effects on UBC cells, we stably ectopically expressed TET1 catalytic domain (TET1-CD) and its enzymatically inactive mutant (TET-CDmut) in T24 cells, which express low level of endogenous TET1 protein (Figure 3A). Consistently, TET1-CD overexpression cells showed increased 5 hmC level compared with empty-vector (EV) transfectants, whereas TET1-CDmut transfectants possessed a low 5 hmC level comparable to EV control cells (Figure 3B). MTT and colony formation assay demonstrated that TET1-CD, but not its mutant form (TET1-CDmut) overexpression cells, significantly suppressed cell viability on the third day (*p* < 0.01; Figure 3C) and decreased colony formation (*p* < 0.001; Figure 3D) by approximately 50% reduction compared with EV control cells. Transwell invasion and wound-healing assays revealed that the forced expression of TET1-CD significantly inhibited migration and invasion of T24 cells (*p* < 0.001; Figures 3E,F). But TET1-CDmut transfectants did not show any obvious inhibitory effects on cell proliferation, colony formation, migration, and invasion compared to EV control cells (Figures 3C–F). These data demonstrated that TET1 restrained UBC cell aggressiveness dependent on its catalytic activity.

**Figure 3:**
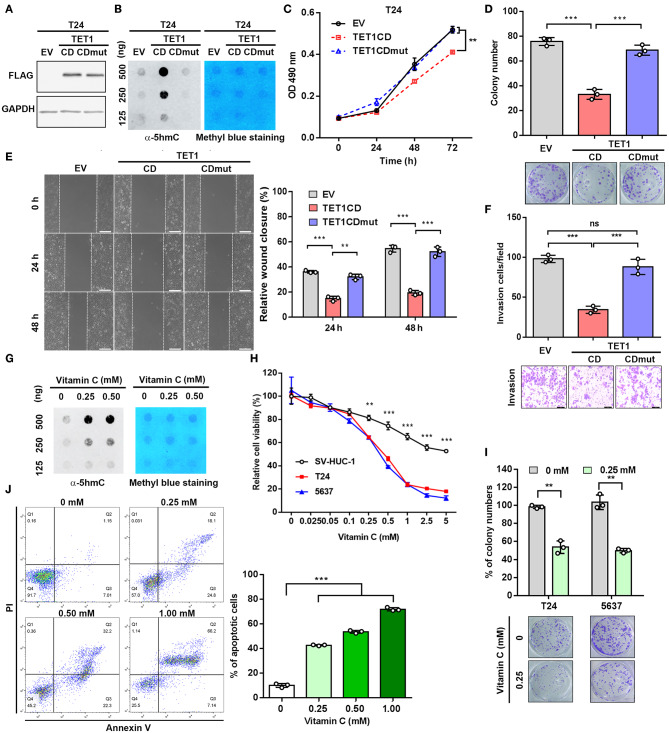
Ectopic expression of ten-eleven translocation 1 (TET1)-CD and vitamin C treatment reduce urinary bladder cancer (UBC) cell proliferation and invasion, dependent on its catalytic domain. **(A)** Confirmation of overexpression of TET1-CD by Western blotting. **(B)** Dot blot assay of 5-hydroxymethylcytosine (5 hmC) level in TET1-CD and TET1-CDmut overexpression T24 cells, as well as empty vector (EV) control cells with DNA concentration gradients. **(C–F)** Effects of TET1 overexpression on cell viability **(C)**, colony formation **(D)**, migration **(E)**, and invasion **(F)** *in vitro*. **(G)** Detection of 5 hmC levels of T24 cell treated with various doses of vitamin C by dot blot assay. **(H)** 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay of T24, 5,637 UBC and nonmalignant SV-HUC-1 urothelial cell viabilities at various concentrations with vitamin C treatment for 48 h. **(I)** Colony formation assay for T24 and 5,637 cells at various concentrations of vitamin C. **(J)** Apoptosis assay of T24 cells treated with various concentrations with vitamin C for 48 h. Scale bar, 200 μm **(E)** and 100 μm **(F)**. **p < 0.01, ***p < 0.001.

Vitamin C is a cofactor for Fe (II)-2-oxoglutarate-dependent dioxygenases, such as TET1 (25). Recently, it was reported that vitamin C could alleviate leukemia malignant progression *via* enhancing TET-mediated 5 hmC content (26). Therefore, we argued whether the increase of TET1 activity by vitamin C can mimic the anticancer effects of TET1-CD overexpression. Dot blot assay confirmed the increased 5 hmC levels in UBC cell with vitamin C treatment in a dose-dependent manner (Figure 3G). MTT assay further demonstrated that vitamin C suppressed cell proliferation of UBC cells more strikingly than SV-HUC-1 cells after 48 h treatment (Figure 3H). Colony formation assay also showed the markedly cytotoxic effects of vitamin C on T24 and 5,637 cells (Figure 3I). Besides that, when UBC cells were treated with high-dose vitamin C, apoptotic rates increased in a concentration-dependent manner (Figure 3J). To test whether TET1 expression is required for vitamin C, we treated 5,637 shC and shTET1 cells with vitamin C. As shown in Figures S3A–C, vitamin C suppressed 5,637 cell viability and colony formation capacity, such effects were not significantly different in TET1 deficient cells. Taken together, the restoration of global 5 hmC level in UBC cells by both the forced expression of TET1-CD and vitamin C treatment can significantly suppress UBC cell proliferation and survival.

### Ten-Eleven Translocation 1 or Vitamin C Treatment Effectively Suppresses Urinary Bladder Cancer Tumorigenicity

To further elucidate the role of TET1 or vitamin C in bladder carcinogenesis, soft agar assays were performed to evaluate the anchorage-independent growth of UBC T24 cells. The results showed that TET1-CD overexpression and vitamin C treatment resulted in the reduced colony number of UBC cells, respectively (*p* < 0.001; Figures 4A,B). To figure out the role of TET1 in bladder carcinogenesis *in vivo*, T24 empty vector or TET1-CD overexpressed cells were subcutaneously (s.c.) inoculated into the flanks of nude mice (Figure 4C). Our data showed that the xenografts in groups of TET1-CD stable overexpression cells or vitamin C treatment were much smaller than those in the EV control group (*p* < 0.01; Figure 4D and Figure S4A). At the endpoint, the average weights of xenografts in TET1-CD overexpression or vitamin C-treated group were significantly lighter than those of control group (*p* < 0.01; Figures 4E,F). Meanwhile, vitamin C did not have an obvious impact on body weights of mice throughout the treatment period, suggesting that the dosage of vitamin C we used is relatively safe (Figure 4G). Consistently, increased 5 hmC levels in both TET1-CD xenografts and vitamin C-treated xenografts were confirmed by IHC staining (Figures 4H,I). Furthermore, in comparison with the EV control group, the percentages of proliferating UBC cells [proliferating cell nuclear antigen (PCNA)-positive] significantly decreased in TET1-CD overexpression and vitamin C-treated xenografts, respectively (Figures 4H,J). These data indicate that TET1 plays an essential role in UBC suppression, whereas vitamin C can increase 5 hmC levels and impair bladder carcinogenesis.

**Figure 4:**
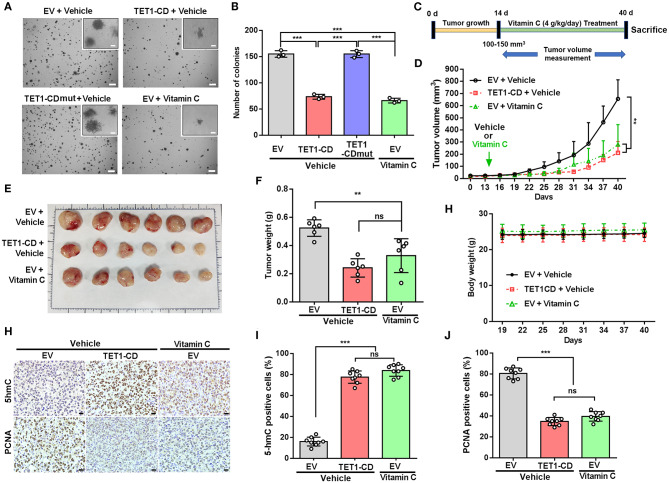
Ten-eleven translocation 1 (TET1) or vitamin C treatment effectively suppresses urinary bladder cancer (UBC) tumorigenicity. **(A,B)** Representative images **(A)** and quantification of the colony numbers **(B)** of TET-CD, TET1-CDmut overexpression T24, and vitamin C-treated T24 cells by soft agar assay. Scale bar, 1 mm. Inset, scale bar, 500 μm. **(C)** Experimental design for vitamin C treatment in xenograft mouse model (*n* = 6 per experimental cohort). **(D)** Tumor growth curves of T24 xenografts with vector-transfected or TET1-CD overexpression treated with or without vitamin C. Tumor volume is shown as the mean ± SD (*n* = 6). **(E,F)** Images **(E)** and weight **(F)** of xenograft tissues after injection with vector-transfected cells and TET1-CD-transfected cells treated with or without vitamin C at the end point (*n* = 6). **(G)** The body weight of mice with varying treatment (*n* = 6). **(H–J)** Immunohistochemical (IHC) staining of 5-hydroxymethylcytosine (5 hmC) and proliferating cell nuclear antigen (PCNA) in T24 xenografts of different group. Scale bar, 20 μm. Eight fields from each specimen were randomly chosen and cells with positive nuclear staining were counted **(I,J)**. **p < 0.01, ***p < 0.001, ns, not significant.

### Adherens Junction-Associated Protein 1 Is Critical for Ten-Eleven Translocation 1-Mediated Inhibition of Tumor Progression in Urinary Bladder Cancer

To uncover the mechanism involved in the TET1-mediated UBC suppression, RNAseq analysis of DEGs was performed (Figure 5A). 

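RNAseq was performed on T24 cells, a human bladder carcinoma line, that were transduced with an empty vector (EV) or with the TET1 catalytic domain (TET1-CD), with 2 libraries in each group. The authors deposited, for each library, an estimated number of fragments and an FPKM value for each of 195700 transcripts of 57879 genes, with GRCh37 coordinates. The aligner, the quantifier and the annotation release are not named in the paper's text. The estimated counts summed to 20295266 and 17442143 fragments in EV replicates 1 and 2, and to 17507868 and 19533445 in TET1-CD replicates 1 and 2. The totals of the groups therefore overlapped. The 10 genes with most counts took between 5.37% and 5.79% of a library, and mitochondrial genes between 2.49% and 3.39%. The estimated counts were summed per gene and rounded to whole numbers. Genes with enough counts for a test, as chosen by filterByExpr, numbered 14573, and TET1-CD and EV cells were compared by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. DESeq2, the tool in the paper's methods, was run as an alternative. With 2 libraries per group, the spread of single genes is poorly known, and the test borrows it from all genes. A count of 3 was taken as the smallest that a library can show, and a fold change against a group at or under it is given as a lower bound. This floor covers counting error only.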

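TET1 lies on chromosome 10 of GRCh37 from 70320413 to 70454239 on the plus strand, and the files list a single transcript for it. In the EV libraries it had 111 and 83 counts, and in the TET1-CD libraries 2939 and 3310. After TMM normalization, the counts were 95.8 ± 9.07 (SD, n = 2) in EV and 3133 ± 17.6 (SD, n = 2) in TET1-CD cells. The log2 fold change was 5.02 (standard error 0.08, adjusted p = 4.9e-10 from edgeR's quasi-likelihood test), which is 32.5-fold. The files do not separate fragments of the cloned catalytic domain from those of the endogenous transcript. TIMP3, on chromosome 22 from 33197687 to 33259030, had 42 and 44 counts in EV and 124 and 153 in TET1-CD cells. Its log2 fold change was 1.69 (standard error 0.18), 3.24-fold, with an adjusted p of 2.34e-04 over all genes tested by edgeR and 5.71e-06 over the 7 genes named for these data. DKK1, on chromosome 10 from 54074056 to 54077802, was expressed at a far higher level, with 2663 ± 97.6 normalized counts (SD, n = 2) in EV and 6235 ± 26.3 (SD, n = 2) in TET1-CD cells. This is a log2 fold change of 1.23 (standard error 0.05, adjusted p = 4.72e-07 from edgeR), or 2.34-fold. For all 3 genes, both TET1-CD libraries were above both EV libraries. The alternative that moved these values most was DESeq2 with its fold change prior, chosen after the values were seen, which gave TIMP3 a log2 fold change of 0.91.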

While TET1 was ectopically expressed by ~35-fold in the TET1-CD overexpression T24 cells, several previously identified TET1 target genes, such as TIMP3 and DKK1 in other cancer types (13, 14), were also induced at 2.1- and 1.8-fold compared to the control cells (EV), respectively. These data indicate the reliability of our expression profiling data. 

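Across the genes tested, log2 CPM values had a Pearson correlation of 0.9953 between the EV libraries and 0.9965 between the TET1-CD libraries, against 0.9859 to 0.9867 between libraries of different groups. Genes are not independent replicates, so these values describe the libraries only. The counts of the EV libraries differed by more than sampling noise, with a chi-square of 6.53 per gene, and those of the TET1-CD libraries had 2.77 per gene, so neither group looked like 1 library deposited again. The libraries were counted as replicates because the labels number them so, and these values do not show whether they come from separate cultures. Between groups the chi-square was 17.83 to 21.86 per gene. The other members of the TET family moved less than TET1. TET2 had a log2 fold change of -0.36 (standard error 0.09, adjusted p = 0.0216 from edgeR's quasi-likelihood test). TET3 had one of -0.45 (standard error 0.16, adjusted p = 0.0764 from edgeR), and its adjusted p was 0.003 with a replicate block, within a range of 7.83e-05 to 0.409 over the alternatives. From the rise of TET1, TIMP3 and DKK1, the paper reasons that these data point to reliable expression profiling.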

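GO annotation was not used here. In its place, lists of genes for cell-cell junctions (103 genes) and cell-substrate junctions (109 genes) were written by hand. Of the cell-cell junction genes, 66 were tested, and 6 of them passed a fold change of 2 and an adjusted p of 0.05 by edgeR, all higher in TET1-CD cells. This is 9.1% of the list's tested genes, against 3.7% of the other genes tested (Fisher's exact test, two-sided, p = 0.0376, adjusted p = 0.0752 over the 8 lists tested). Among them, AJAP1 and ESAM fell under the rule for naming genes. ESAM had a log2 fold change of 2.15 (standard error 0.29, adjusted p = 8.18e-04 from edgeR). CLDN11 had one of 0.99 (standard error 0.06), just under the fold change threshold. Over all tested genes of this list, 31 were higher and 35 lower in TET1-CD cells, with a median log2 fold change of -0.019. The mean exceeded that of the other genes by 0.24 (limma's camera test, adjusted p = 0.437 over the 8 lists, and 0.37 with a replicate block, with a range of 0.0275 to 0.962 over the alternatives). Without the genes the paper names, AJAP1 among them, the excess was 0.135. In that setting 5 of 65 genes were DEGs (Fisher's exact test, two-sided, adjusted p = 0.191). With 10 counts in every library, which also leaves AJAP1 out, the excess was 0.081. Of the cell-substrate junction genes, 98 were tested and 5 passed the thresholds, 4 higher and 1 lower (5.1% of those tested, Fisher's exact test, two-sided, p = 0.421, adjusted p = 0.421). FERMT3 rose from 5 and 4 counts in EV to 343 and 335 in TET1-CD cells, with a log2 fold change of 6.21 (standard error 0.22, adjusted p = 1.05e-07 from edgeR). ITGB4 rose by 2.47 on the log2 scale (standard error 0.18), and ITGB8 fell by 1.17 (standard error 0.08). In this list, 57 genes were higher and 41 lower, and the mean exceeded that of the other genes by 0.14 (camera, adjusted p = 0.0818, and 0.102 with a replicate block, with a range of 0.0338 to 0.457 over the alternatives). Under limma's fry test, which asks whether the list itself moved, the adjusted p was 0.0275 for the cell-cell and 0.0338 for the cell-substrate list. The fry test was not run without AJAP1, so the value of the cell-cell list may rest on it.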

Next, we performed gene ontology (GO) analysis, which revealed that genes involved in cell–cell junction and cell–substrate AJ are enriched in TET1-CD overexpression cells (Figure 5B). Since AJs have been reported to play a critical role in carcinogenesis (27), we validated the RNAseq data and found AJAP1, a novel molecule of AJ, showed the upregulation by ~70-fold in TET1-CD transfectants at the mRNA level, but not in the enzymatically inactive mutant TET1-CDmut transfectants (Figure 5C). The expression level of AJAP1, which was detected on the cell membrane by immunofluorescence, was shown in Figure S6. Its upregulation by TET1-CD at protein level was also confirmed by Western blotting (Figure 5F). Congruently, the depletion of TET1 in 5,637 cells strikingly reduced AJAP1 expression at mRNA and protein levels (Figures 5D,F). When we treated T24 cells with vitamin C to increase 5 hmC level, AJAP1 was also upregulated in a dose-dependent manner (Figures 5E,F). Similarly, vitamin C increased AJAP1 expression in 5,637 cells, such effects were not significantly different in TET1 deficient cells. (Figure S3D). In xenograft tissues, we also observed that overexpression of TET1-CD and vitamin C treatment induced AJAP1 expression at protein level (Figure S4B). Immunofluorescence analysis also confirmed that overexpression of TET1-CD induces the expression level of AJAP1 on the cell membrane of T24 cells (Figure S5). We observed that the depletion of TET1 in nonmalignant urothelial SV-HUC-1 cells also reduces AJAP1 at mRNA level (Figures S2A,F), suggesting that such regulation of AJAP1 by TET1 is not cell line dependent.

**Figure 5:**
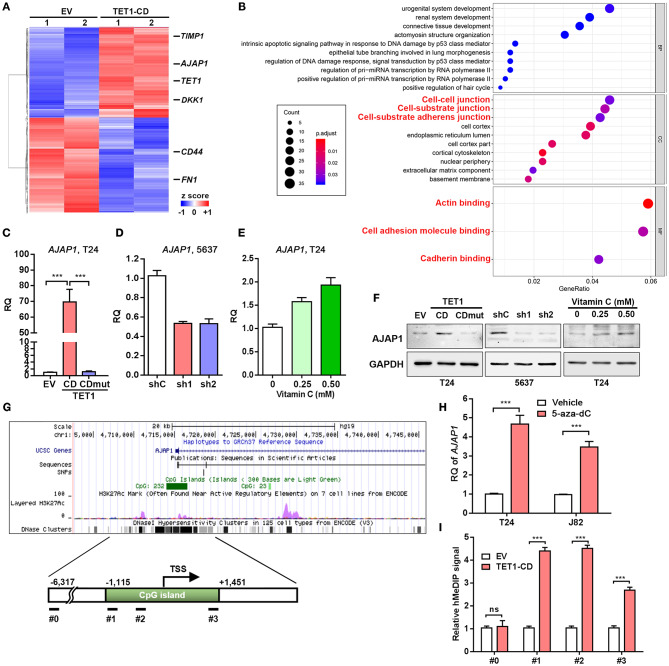
Adherens junction-associated protein 1 (AJAP1) is critical for ten-eleven translocation 1 (TET1)-mediated inhibition of tumor progression in urinary bladder cancer (UBC). **(A)** Heatmap of most differentially expressed genes (DEGs) of vector and TET1-CD-transfected T24 cells. **(B)** Gene Ontology (GO) term analysis from DEGs. **(C–E)** The expression levels of AJAP1 in TET1-CD-transfected T24 cells **(C)** and TET1 knockdown 5,637 cells **(D)** and vitamin C-treated T24 cells **(E)** were examined by qRT-PCR, respectively. **(F)** The expression of AJAP1 in TET1-CD-transfected T24 cells and TET1 knockdown 5,637 cells and vitamin C-treated T24 cells by Western blotting. **(G)** Schematic of CpG island on the AJAP1 transcription initiation site (TSS) using UCSC website. **(H)** The elevated level of AJAP1 expression after 5-day treatment of 5-aza-deoxycytidine (5-aza-dC; 10 μm) in T24 and J82 cells by qRT-PCR. **(I)** Enrichment of 5-hydroxymethylcytosine (5 hmC) in the promoter of AJAP1 was detected by hMeDIP-qPCR in empty vector (EV) and TET1-CD-transfected T24 cells. ***p < 0.001.

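With a fold change of at least 2 and an adjusted p under 0.05, edgeR called 549 DEGs among the 14573 genes tested, of which 397 (72.3%) were higher and 152 lower in TET1-CD cells. At an unadjusted p under 0.05 it called 712, with 487 higher and 225 lower. The paper's text does not name which p was used. DESeq2 called 384 genes by adjusted p, of which 382 were among the 549, and 560 by unadjusted p. A filter of 10 counts in every library moved the count most among the planned settings with the same thresholds, to 332 genes. With the replicate number as a block, 568 genes were called, 540 of them shared. The correlation of the deviations of same-numbered libraries was 0.036 across all genes tested and 0.173 across the 7286 genes above the median CPM, and genes are not independent replicates. Of the 549 DEGs, 484 were protein-coding, 72 were at or under 3 counts in both EV libraries and 12 in both TET1-CD libraries. When each library was left out in turn, between 504 and 528 of the 549 kept their direction and a fold change of 2, without a test. Ranked by edgeR's log2 fold change, the protein-coding DEGs with the largest rise after AJAP1 were MAGEC2 (at least 42.5-fold higher), CTAG2 (at least 40.6-fold), SLC14A1 (at least 22-fold) and PTPN7 (at least 11.8-fold), and all 4 were listed at 0 in both EV libraries. MAGEC2 and CTAG2 belong to families of similar genes. Summed over each family, the counts rose from 3 and 0 to 117 and 153 for MAGEC and from 0 and 0 to 111 and 136 for CTAG. The largest falls were in RP4-576H24.4 (at least 14.2-fold lower), XAGE1E (at least 5.07-fold), KCNJ16 (at least 4.61-fold), CHKB-CPT1B (a log2 fold change of -3.49) and RP11-203J24.9 (-3.19). CHKB-CPT1B overlaps the genes it reads through, and XAGE1E has near-identical copies, so their counts are uncertain.

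**Figure D1:**
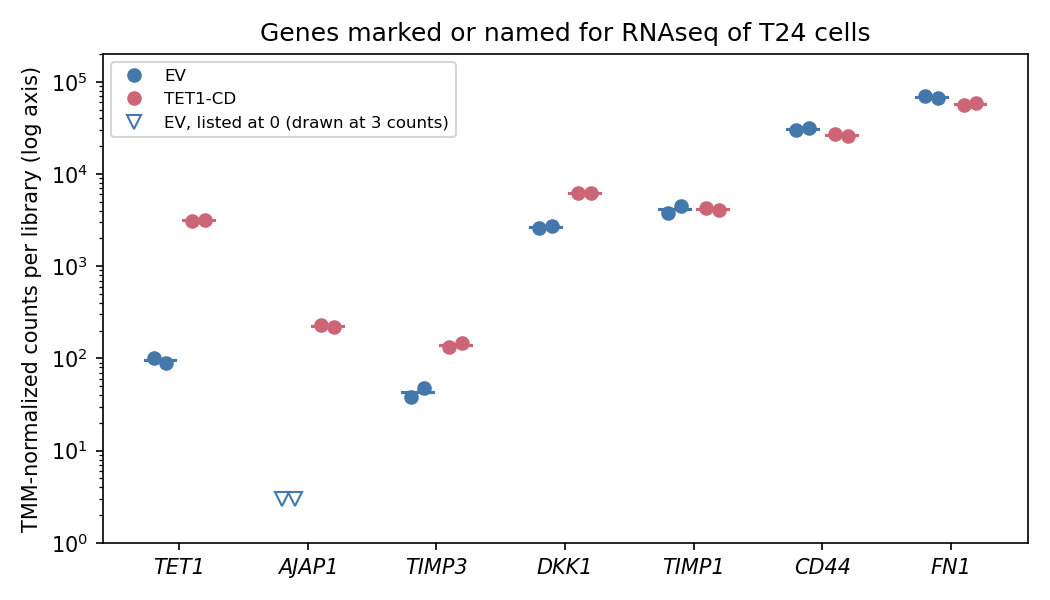
TMM-normalized counts on a log axis for 7 genes in the 2 EV and 2 TET1-CD libraries of T24 cells. Each point is a library and each bar a group mean, and open triangles mark AJAP1 in EV, which was listed at 0 and is drawn at 3 counts. The groups are far apart for TET1 and AJAP1, and overlap for TIMP1.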

Interestingly, in an independent GEO dataset (NCBI/GEO/GSE13507), we found that AJAP1 was downregulated in UBC tissues, particularly in muscle-invasive UBC specimens than in superficial UBC specimens (Figure S5A). Moreover, AJAP1 level was negatively correlated with T stage and grade (Figures S5B–D). Notably, patients with low AJAP1 mRNA levels had shorter overall survival time (Figure S5E), suggesting that AJAP1 level may serve as a prognostic marker in UBC patients. Hence, we focused on this AJAP1 gene for further study.

Since AJAP1 is regulated by TET1 which requires its enzymatic activity, we argued TET1 may regulate through its hydroxymethylation on the promoter of AJAP1 gene. Hence, when using UCSC website (http://genome.ucsc.edu/, human CRHg37/hg19), we found AJAP1 gene harbors a CpG island around the transcription start site (TSS; Figure 5G). To confirm AJAP1 was repressed by DNA methylation, we treated two UBC cells (T24 and J82) with the DNA methylation inhibitor 5-aza-dC for 5 days. As shown in Figure 5H, 5-aza-dC treatment significantly increased AJAP1 expression in both cell lines, indicating that AJAP1 is regulated by promoter methylation. Next, we performed hMeDIP assay and proved that ectopic expression of TET1-CD increases the level of 5 hmC in the promoter of AJAP1 gene in T24 cells indicating that TET1 upregulated AJAP1 expression through promoter hydromethylation (Figure 5I). These data suggested that TET1 can promote demethylation of AJAP1 in UBC cells.

### Ten-Eleven Translocation 1 Inhibited Urinary Bladder Cancer Progression by Regulating β-Catenin Through Mediating Adherens Junction-Associated Protein 1 Expression

It was previously reported that AJAP1 loss can enhance β-catenin translocation into the nucleus to transactivate its downstream target gene (28). 

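In TET1-CD cells, CD44 (chromosome 11, 35160417 to 35253949 on GRCh37) had 26737 ± 882.1 normalized counts (SD, n = 2), against 30537 ± 944.3 (SD, n = 2) in EV cells. Its log2 fold change was -0.19 (standard error 0.06, adjusted p = 0.0387 from edgeR's quasi-likelihood test). FN1 (chromosome 2, 216225163 to 216300895) had 57012 ± 2062 normalized counts (SD, n = 2) in TET1-CD and 68491 ± 3147 (SD, n = 2) in EV cells, a log2 fold change of -0.26 (standard error 0.06, adjusted p = 0.0141 from edgeR). For both genes each TET1-CD library was below each EV library, and neither reached a fold change of 2. TIMP1, which Figure 5A also marks, had 4130 ± 150 normalized counts (SD, n = 2) in TET1-CD and 4144 ± 567.8 (SD, n = 2) in EV cells, and the groups overlapped (adjusted p = 0.981 from edgeR). A list of 56 Wnt/β-catenin target genes was written by hand. Of the 37 tested, 19 were higher and 18 lower in TET1-CD cells, and 4 were DEGs, all higher, namely DKK1, FST, NOTUM and TCF7. This is 10.8% of those tested (Fisher's exact test, two-sided, p = 0.0493, adjusted p = 0.079). Without the genes the paper names, 3 of 34 were DEGs (Fisher's exact test, two-sided, adjusted p = 0.213). DKK1 is also in the hand-written list of Wnt antagonists, so its rise alone does not show more Wnt signaling. NOTUM and TCF7 were named because the count was small. FST had a log2 fold change of 1.29 (standard error 0.06, adjusted p = 6.25e-07 from edgeR), and VEGFA had one of -0.89 (standard error 0.06, adjusted p = 6.64e-06 from edgeR). The mean of the list exceeded that of the other genes by 0.13 on the log2 scale (limma's camera test, adjusted p = 0.28 over the 8 lists, and 0.288 with a replicate block, with a range of 0.0338 to 0.513 over the alternatives). CTNNB1, which encodes β-catenin, had a log2 fold change of -0.05 (standard error 0.06, adjusted p = 0.59 from edgeR), and the groups overlapped.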

Once looking up the DEGs list, we did find several Wnt/β-catenin target genes, such as CD44 and fibronectin (Fn1), were downregulated in TET1-CD transfectants (Figure 5A). Therefore, we hypothesize that TET1 deficiency in UBC cells activates Wnt/β-catenin signaling mediated by AJAP1 loss. To test it, we first examined the influence of TET1 on β-catenin signaling. In T24 cells, overexpression of TET1-CD, but not its mutant form, decreased the levels of active β-catenin and its downstream targets (CD44 and fibronectin) by Western blotting (Figure 6A). Consistently, once we depleted TET1 in 5,637 cells, the levels of both active β-catenin and its downstream targets increased, with no obvious changes in total β-catenin levels (Figure 6A). Next, we explored whether AJAP1 mediated the function of TET1 in UBC progression. Three groups of T24 cells were set up: empty vector (EV), TET1-CD overexpression, and TET1-CD overexpression with AJAP1 knockdown (TET1-CD/siAJAP1; Figure 6B). Compared to the TET1-CD group, the knockdown of AJAP1 in TET1-CD cells significantly enhanced the proliferation rate and partially rescued TET1-CD overexpression-induced loss of cell invasiveness (Figures 6C,D).

**Figure 6:**
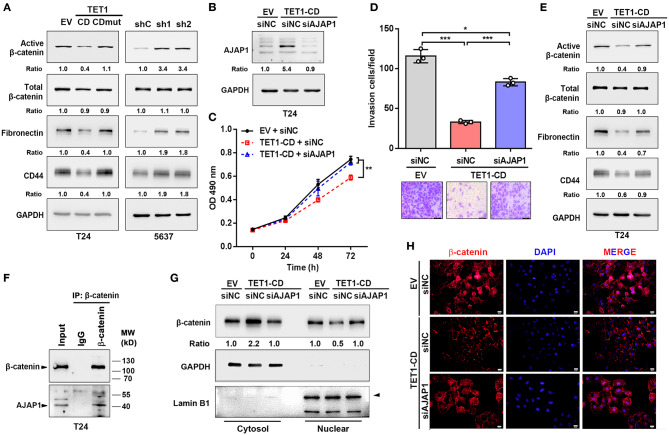
Ten-eleven translocation 1 (TET1) inhibited urinary bladder cancer (UBC) progression by regulating β-catenin through mediating adherens junction-associated protein 1 (AJAP1) expression. **(A)** Western blot analysis showed the expression of β-catenin and the downstream targets (fibronectin and CD44) in empty vector (EV), TET1-CD, TET1-CD-mut-transfected T24 cells and shC, shTET1-transfected 5,637 cells (sh1 and sh2). **(B)** Validation of AJAP1 protein levels of groups after transfected with the siRNA to AJAP1 by Western blotting. **(C,D)** Cell viability and invasion ability of three groups of T24 cells were detected by 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay **(C)** and transwell invasion assay **(D)**. **(E)** The levels of β-catenin and the downstream targets of β-catenin were detected with Western blotting in TET1-CD overexpression T24 cells transiently transfected with siNC and siAJAP1. **(F)** Co-IP assays showed that endogenous protein of AJAP1 interacted with β-catenin in T24 cells. **(G,H)** Localization of β-catenin in TET1-CD overexpression T24 cells transiently transfected with siNC and siAJAP1, which were detected with Western blotting **(G)** on the fractionation of cytosol and nuclear compartments and immunofluorescence **(H)** with β-catenin antibodies (red), followed by the counterstaining with 4′,6-diamidino-2-phenylindole (DAPI) (blue). Scale bar, 20 μm. *p < 0.05, **p < 0.01, ***p < 0.001.

When we depleted AJAP1 in TET1-CD overexpressed UBC cells, active β-catenin and its downstream target gene expression were increased compared with TET1-CD group (Figure 6E). Furthermore, co-immunoprecipitation (co-IP) assays confirmed that the endogenous AJAP1 interacted with β-catenin in T24 cells (Figure 6F). Since AJAP1 localizes on the cell membrane, the interaction of AJAP1 and β-catenin may sequester β-catenin in the cytosol. To confirm it, we fractionated cytosol and nucleus compartment and Western blotting data indicated that TET1-CD overexpression promoted the cytosolic localization of β-catenin, with its concomitantly reduced expression in the nuclear compartment. However, such changes of β-catenin localization were reversed by the depletion of AJAP1 (Figure 6G). In line with this, immunofluorescence staining confirmed that the reduced nuclear localization of β-catenin intensity in TET1 overexpression cells, while AJAP1 silencing enhanced the nuclear translocation of β-catenin (Figure 6H). These data suggest a critical role of AJAP1 in TET1 regulating β-catenin signaling in UBC development.

### The Downregulation of Ten-Eleven Translocation 1/Adherens Junction-Associated Protein 1 Axis Predicts Worse Clinical Outcomes

To further investigate the clinical relevance of TET1/AJAP1 axis in UBC samples, we interrogated the same cohort of 88 UBC patients and observed that AJAP1 was mainly expressed on the membranes and cytosols of nonmalignant urothelial cells, while its expression was reduced in high-grade UBC samples (Figure 7A). We found that AJAP1 expression was positively associated with TET1 in UBC specimens (*n* = 88, *p* < 0.001; Figure 7B). Both AJAP1 and β-catenin tended to present on the membrane in TET1 overexpressed UBC samples, while AJAP1 level was concomitantly reduced with the enhanced nuclear expression of β-catenin in UBC specimens with low TET1 expression (*n* = 24; Figures 7B–D). We found that AJAP1 protein level was significantly associated with T stage (*p* = 0.003) and tumor grade (*p* = 0.017; Table 2). Furthermore, patients with high AJAP1 level indicated better overall survival than those with low AJAP1 level (*p* = 0.021; Figure 7E). Notably, we found that patients with low expression levels of both TET1 and AJAP1 had worse clinical outcomes, while those with high expression levels of both TET1 and AJAP1 had better prognosis (Figure 7F). Then a Cox regression model was used to analyze the effects of TET1 and AJAP1 expression and other clinicopathological features on the prognosis of patients with UBC. Univariate analysis showed that T stage, grade, TET1 expression, AJAP1 expression, and combined with TET1 and AJAP1 expression were closely related to patient prognosis (Table 3). Multivariate Cox regression analysis showed that co-expression of TET1/AJAP1 was an independent predictor for UBC (Table 3). Taken together, in normal urothelial cells, TET1 can sequester β-catenin on the membrane to prevent its nuclear localization by maintaining the demethylation of AJAP1 promoter, while the downregulation of TET1 in UBC cells fails to maintain AJAP1 expression, thereby leading to the translocation of β-catenin in the nucleus to coactivate TCF transcription activity (Figure 7G).

**Figure 7:**
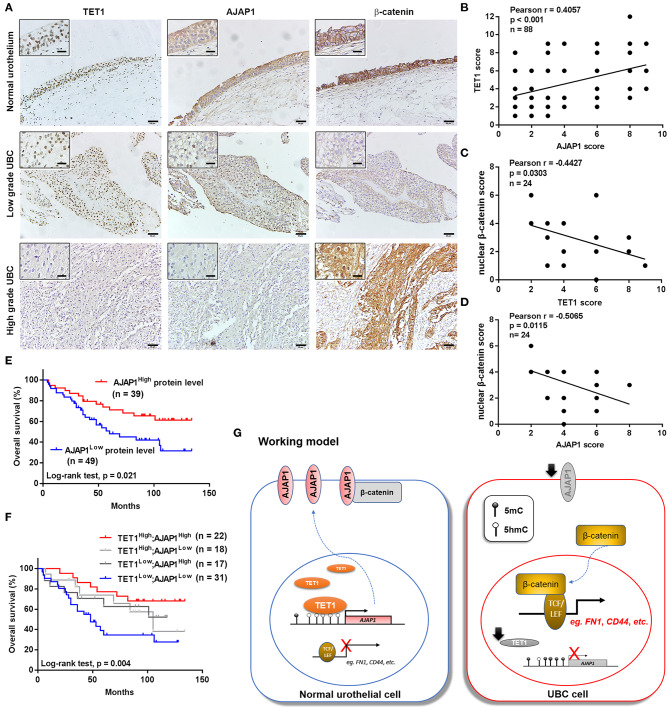
The downregulation of ten-eleven translocation 1 (TET1)/adherens junction-associated protein 1 (AJAP1) axis predicts worse clinical outcomes. **(A)** Representative images of the localization and expression of AJAP1, β-catenin, and TET1 in normal urothelium and urinary bladder cancer (UBC) tissues were presented by immunohistochemical (IHC) staining. Scale bar, 50 and 20 μm (inset). **(B)** The relationship between TET1 and AJAP1 protein expression was determined by Pearson correlation analysis. **(C,D)** The correlation of nuclear expression of β-catenin with TET1 **(C)** and AJAP1 **(D)** in UBC specimens were determined by Pearson correlation analysis. **(E)** Kaplan–Meier survival curve of UBC patients with high AJAP1 and low AJAP1 protein level. **(F)** The correlation between the combined expression of TET1 and AJAP1 with the overall survival of UBC patients were determined by Kaplan–Meier analysis. **(G)** A working model of TET1/AJAP1/β-catenin axis in UBC progression.

**Table 2:** The association between adherens junction-associated protein 1 (AJAP1) protein levels and clinicopathological features of urinary bladder cancer (UBC) patients.

**Characteristics**	**Number**	**Expression of AJAP1**		***p*-value**
		**High (*n*, %)**	**Low (*n*, %)**	
Gender				0.106
Male	72	29 (40.3%)	43 (59.7%)	
Female	16	10 (62.5%)	6 (37.5%)	
Age				0.514
≥65	53	22 (41.5%)	31 (58.5%)	
<65	35	17 (48.6%)	18 (51.4%)	
T stage				**0.003**
Ta-1	50	29 (58.0%)	21 (42.0%)	
T2-4	38	10 (26.3%)	28 (73.7%)	
Tumor grade				**0.017**
Low	33	20 (60.6%)	13 (39.4%)	
High	55	19 (34.5%)	36 (65.5%)	
N stage				0.295
N0	77	37 (48.1%)	40 (51.9%)	
≥ N1	11	3 (27.3%)	8 (72.7%)	

*Numbers in bold indicate p value with statistical difference*.

**Table 3:** Univariate and multivariate analysis of clinicopathological features and survival time of patients with urinary bladder cancer (UBC).

**Variables**	**Univariate analysis**		**Multivariate analysis**	
	**HR (95% CI)**	***p*-value**	**HR (95% CI)**	***p*-value**
Age (year)	1.817 (0.864–3.822)	0.115	1,421 (0.660–3.061)	0.370
(<60 vs. ≥60)				
Gender	0.941 (0.448–1.975)	0.872	0.649 (0.289–1.457)	0.295
(female vs. male)				
T stage	2.081 (1.114–3.891)	**0.022**	1.285 (0.643–2.570)	0.477
(Ta-1 vs. T2-4)				
Grade	2.830 (1.380–5.506)	**0.005**	2.020 (0.866–4.710)	0.104
(low vs. high)				
TET1 expression	0.477 (0.249–0.913)	**0.025**	2.077(0.793–5.440)	0.137
(low vs. high)				
AJAP1 expression	0.472 (0.246–0.905)	**0.028**	1.168(0.448–3.046)	0.750
(low vs. high)				
TET1 and AJAP1 expression	0.476 (0.309–0.735)	**0.001**	0.390 (0.182–0.839)	**0.016**
(low/low vs. others vs. high/high)				

*HR, hazard ratio; CI, confidence interval. Numbers in bold indicate p value with statistical difference*.

## Discussion

Abnormalities in DNA methylation status are associated with tumor progression in cancer patients. TET-mediated DNA demethylation was widely reported in differentiation, pluripotency, and cancers (29–31). However, few reports have elucidated its role in UBC, which is one of the most common cancers in the urinary tract. Herein, we found TET1 was expressed in normal bladder urothelium and downregulated or even lost in tumor tissues. The expression of TET1 is sufficient and necessary to restrain the aggressiveness of UBC, which is dependent on its enzymatic activity. The downregulation of TET1 and its direct target gene AJAP1 promotes cancer progression via activation of β-catenin signaling. Finally, we found that UBC patients with both low expression levels of TET1 and AJAP1 had poor clinical outcome. Taken together, these data suggest that TET1 may function as a tumor suppressor gene in UBC cells.

Albeit there are few reports on its genetic mutations, TET1 is frequently downregulated in various solid tumors, including colon and gastric cancer, with the concomitant reduction of global 5 hmC levels (11, 12). However, recent emerging evidences demonstrated its oncogenic role in some cancer types, such as ovarian cancer and triple-negative breast cancer. In ovarian cancer, overexpression of TET1 increases chemoresistance partially through promoting epithelial-to-mesenchymal transition mediated by the induction of vimentin level (32). Interestingly, TET1 expression can be induced under hypoxic microenvironment in multiple cancer cells. The induction of TET1 protein coactivates HIF1α and HIF2α to enhance their transcriptional activity independent of its enzymatic activity, which leads to EMT and cancer cell invasion (33). In a word, the diversified role of TET1 seems to function in a cancer type-dependent or cell content-dependent manner.

In recent years, we have demonstrated the accumulation of β-catenin in clinical UBC tissues, suggesting the significance of β-catenin pathway in UBC progression and metastasis (34). Notably, constitutive activation of β-catenin in basal cells from urothelium initiates tumor formation in mice, which resembles human low-grade papillary urothelial carcinoma (35). Thus, targeting the Wnt/β-catenin signaling might be an effective way to suppress UBC cells. In our study, we found that TET1 inhibited the expression of active β-catenin and its downstream target genes such as CD44 and fibronectin, which requires its catalytic activity. These data demonstrated that TET1 suppressed UBC cell growth by regulating the β-catenin signaling pathway.

Recent studies revealed that TET1 could induce the demethylation on the promoters of a few Wnt antagonists and restore their expressions in nasopharyngeal carcinoma, finally decreasing the expression of nuclear β-catenin (11). 

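In the RNAseq data, AJAP1 was listed at 0 counts in both EV libraries and at 215 and 233 counts in the TET1-CD libraries. The gene lies on chromosome 1 of GRCh37 from 4714792 to 4852594 on the plus strand. Against a floor of 3 counts per EV library, AJAP1 was at least 75.1-fold higher in TET1-CD cells (adjusted p = 7.21e-07 from edgeR's quasi-likelihood test). The authors' FPKM values were 0 in both EV libraries and 4.19 and 3.8 in the TET1-CD libraries. At this depth the counts do not show whether AJAP1 was silent or only below 3 fragments in EV cells. The filter that asks for 10 counts in every library removes the gene from the test.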

To determine how TET1 regulated the downstream pathway in UBC, our RNA-seq and subsequent qPCR analysis obtained from TET1-CD-transfected T24 cell showed a remarkable and significant upregulation of AJAP1, a novel molecule of AJ, which was recently reported to interact with β-catenin and inhibit its nuclear translocation (20). In a GEO dataset, we found AJAP1 was downregulated in UBC tissues and its expression level was negatively correlated with overall survival in UBC patients, suggesting a putative tumor-suppressive role of AJAP1 in bladder carcinogenesis. Besides, AJAP1 transcription was shown to be regulated by promoter hypermethylation (36), suggesting potential correlation of AJAP1 and DNA methylation or demethylation. Herein, our data clearly demonstrated that TET1 indeed significantly restored the expression of AJAP1 through its binding to the CpG islands of AJAP1 and altering the methylation status of this gene. Subsequent AJAP1 depletion in TET1-CD overexpression cells, to a large extent, restored β-catenin nuclear translocation, expression of active β-catenin, and its downstream genes like CD44 and fibronectin. Inhibition of cell proliferation and invasion by TET1 was also abrogated, to some extent, by AJAP1 depletion. However, the effect of TET1 was not fully rescued by AJAP1 depletion, indicating other mechanisms involved in tumor suppression of TET1.

The antitumor effects of vitamin C have been reported in several cancers (37, 38). As a cofactor, vitamin C can strengthen the activity of Fe (II)-2-oxoglutarate dioxygenases, including TET1, leading to DNA demethylation. The suppressive effects of vitamin C caused by the demethylation through activating TET has been reported in several studies. In melanoma, vitamin C could restore 5 hmC levels and rebuild the transcriptome (38). In leukemia, vitamin C has been confirmed to suppress leukemogenesis by promoting TET activity (26). Besides this, vitamin C could also enhance the chemosensitivity and even reduce the toxicity of chemotherapy such as colorectal cancer, ovarian cancer, and hepatocellular carcinoma (39, 40). In UBC, consistent with the above results, we found vitamin C could restore 5 hmC level and inhibit cancer progression *in vitro* and *in vivo*.

In conclusion, our study demonstrated for the first time that TET1 may function as a tumor suppressor gene in UBC and AJAP1 plays a crucial role in TET1 suppression of bladder tumor growth through modulation of the Wnt/β-catenin signaling, affecting its downstream target genes. Furthermore, vitamin C appears to restore 5 hmC level and delay tumor growth. Overall, these data demonstrate the functional role of TET1 loss in UBC progression and provide with an alternative therapeutic target. The underlying mechanism of the inhibitory effect of TET1 on UBCs requires additional study.

## Data Availability Statement

All data are available within the article/Supplementary Material or available from the authors upon request.

## Ethics Statement

The animal protocol was approved by the Institutional Animal Care & Use Committee of Model Animal Research Center of Nanjing University. The studies involving human participants were reviewed and approved by the Shanghai General Hospital. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

BS, RH, and JY designed the experiments, supervised the progress throughout this study, and revised the manuscript. YY and ZH carried out the experiments and wrote the manuscript. ZZ analyzed the data. YC and ML participated in the experiments. All authors reviewed and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Downregulation of TET1 Promotes Bladder Cancer Cell Proliferation and Invasion by Reducing DNA Hydroxymethylation of AJAP1
**Source:** Front Oncol. 2020 May 21;10:667. doi: 10.3389/fonc.2020.00667
**Supplement:** Supplementary file 1

Supplementary Material

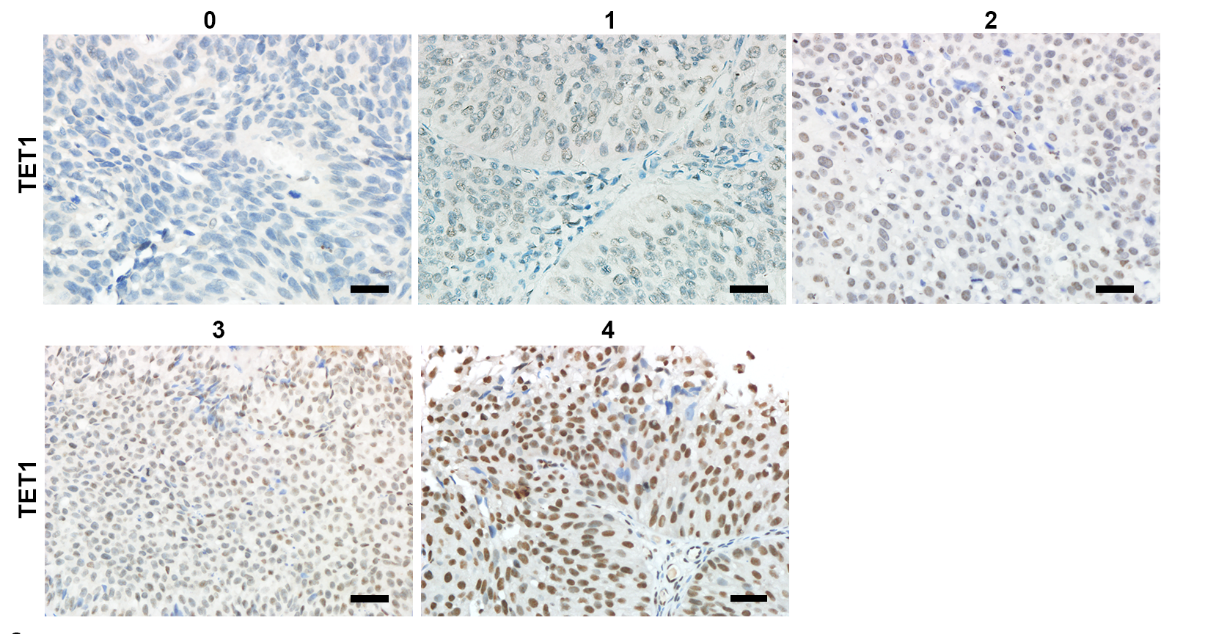

**Figure S1|** Representative images of various staining intensities of TET1 in UBC specimens by IHC staining. Scale bar = 20 μm.

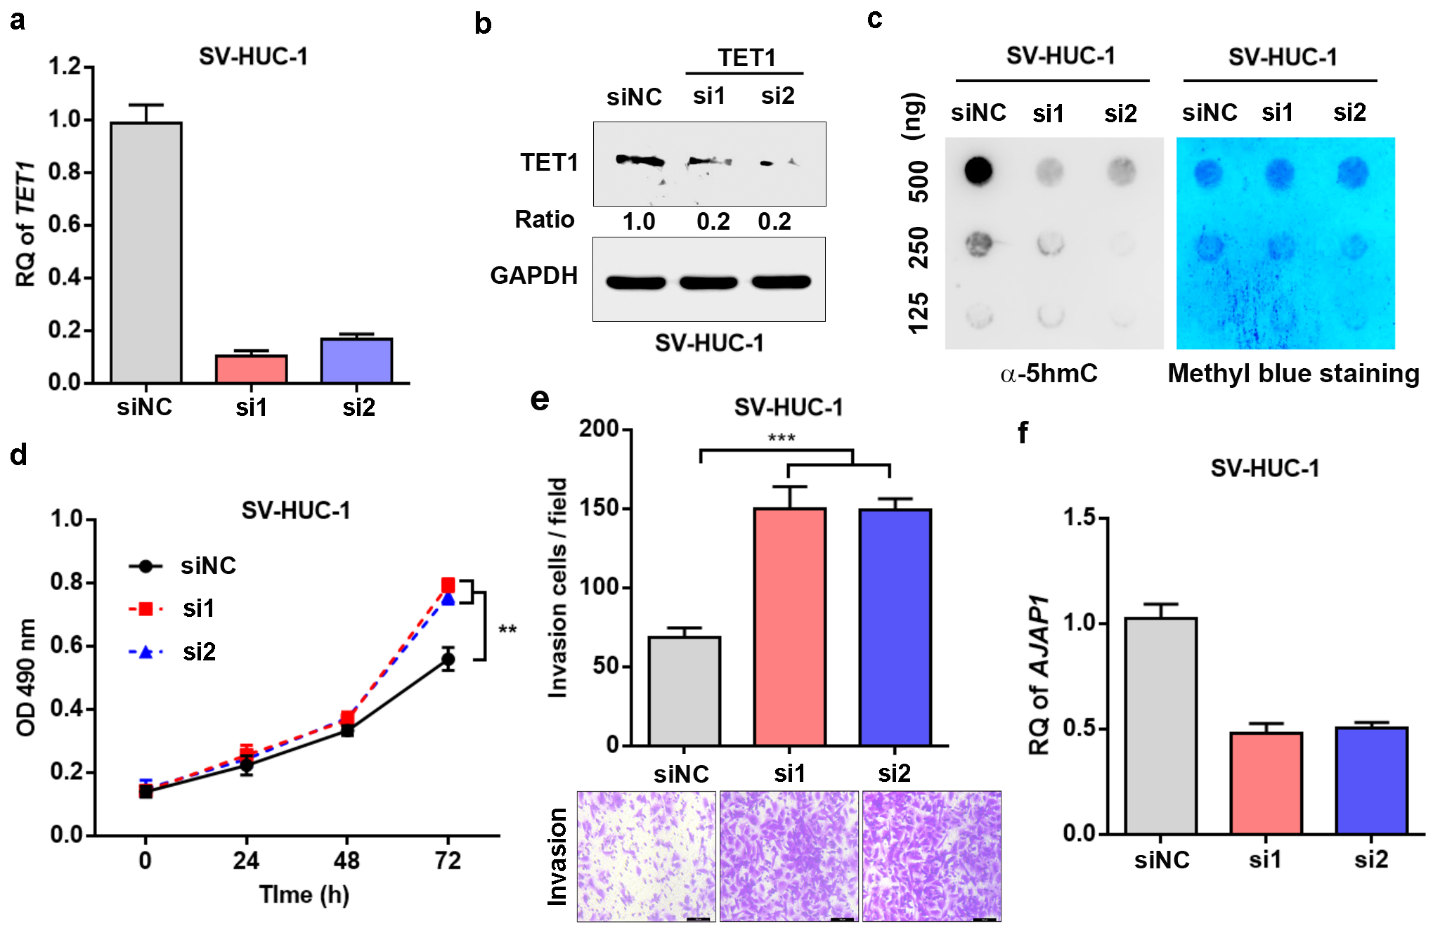

**Figure S2|** Knockdown of TET1 facilitates SV-HUC-1 cell proliferation and invasion. **(A, B)** The efficiency of knockdown of TET1 at mRNA **(A)** and protein (**B**) level, as well as 5hmC level **(C)** in SV-HUC-1 cells were confirmed by qRT-PCR, Western blotting and dot blot, respectively. **(D, E)** Effects of TET1 knockdown on cell proliferation for 72 h **(D)** and invasion for 20 h **(E)** of SV-HUC-1 cells by MTT and Transwell assays, respectively. Scale bar, 100 μm **(E)**. (**F**) The reduction of AJAP1 mRNA expression in TET1 knockdown SV-HUC-1 cells (si1 and si2) by qRT-PCR, compared with control cells (siNC). **, p < 0.01, ***, p < 0.001.

**
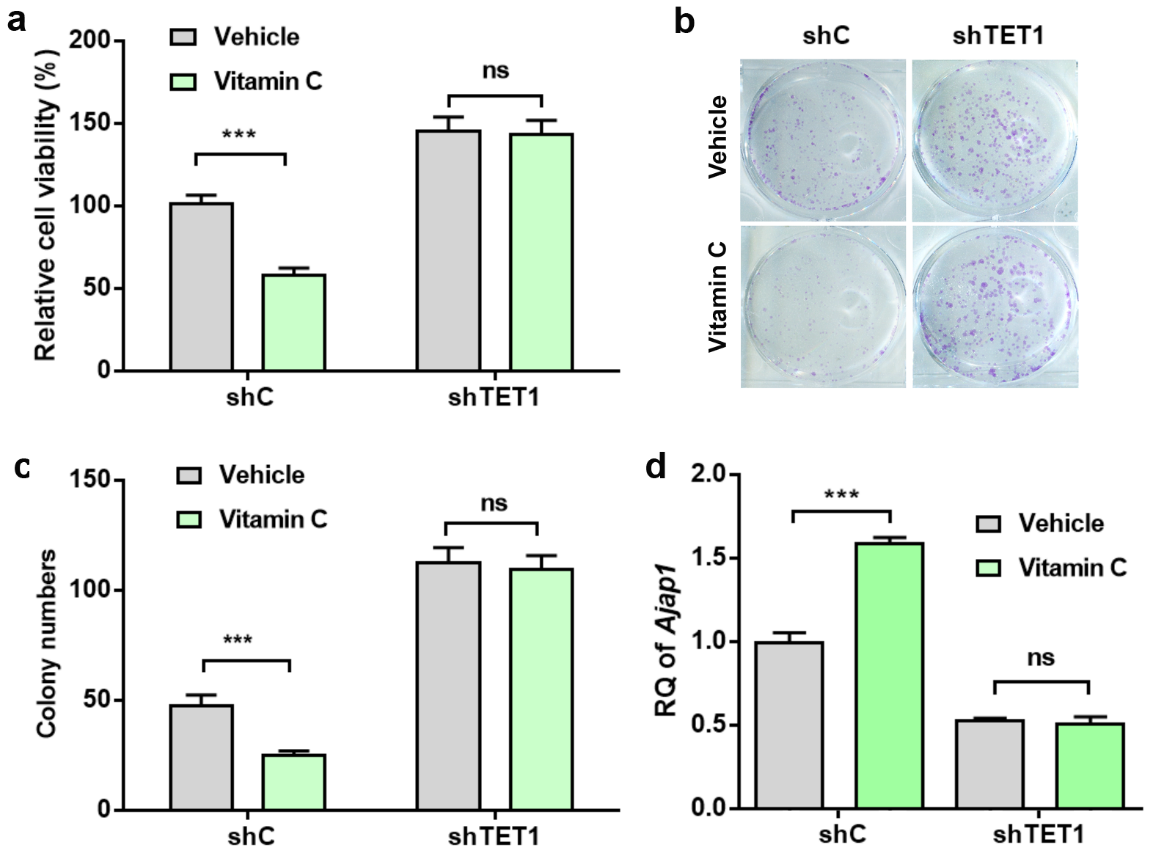
**

**Figure S3|** Inhibition of cell viability and induction of AJAP1 expression by vitamin C are dependent on TET1 expression. (**A**-**C**) Effects of 0.25 mM vitamin C on cell viability after 72 h (**A**) and colony formation for 10 d (**B**-**C**) among three different groups of 5637 cells. (**D**) The expression levels of AJAP1 in shC and shTET1 5637 cells with vehicle or 0.25 mM vitamin C treatment. shC, knockdown control cells; shTET1, TET1 knockdown 5637 cells. ***, p < 0.001; ns, not significant.

**
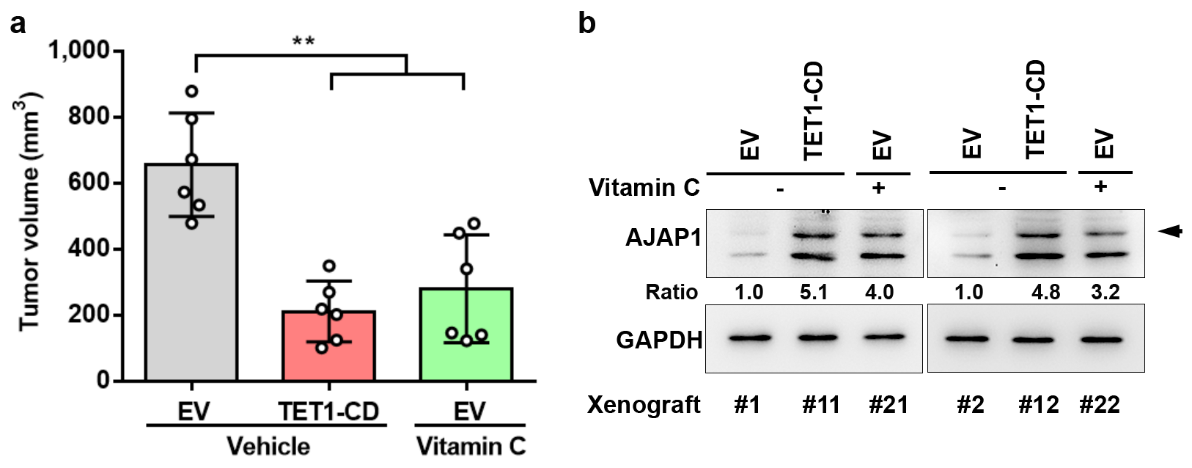
**

**Figure S4|** The ectopic expression of TET1-CD and vitamin C (4 g/kg/d) treatment suppressed tumor volume (**A**) and induced AJAP1 expression at protein level (**B**) in T24 xenograft tissues, respectively. EV, empty vector control transfectant. Arrow indicates the band of AJAP1. **, p < 0.01.

**
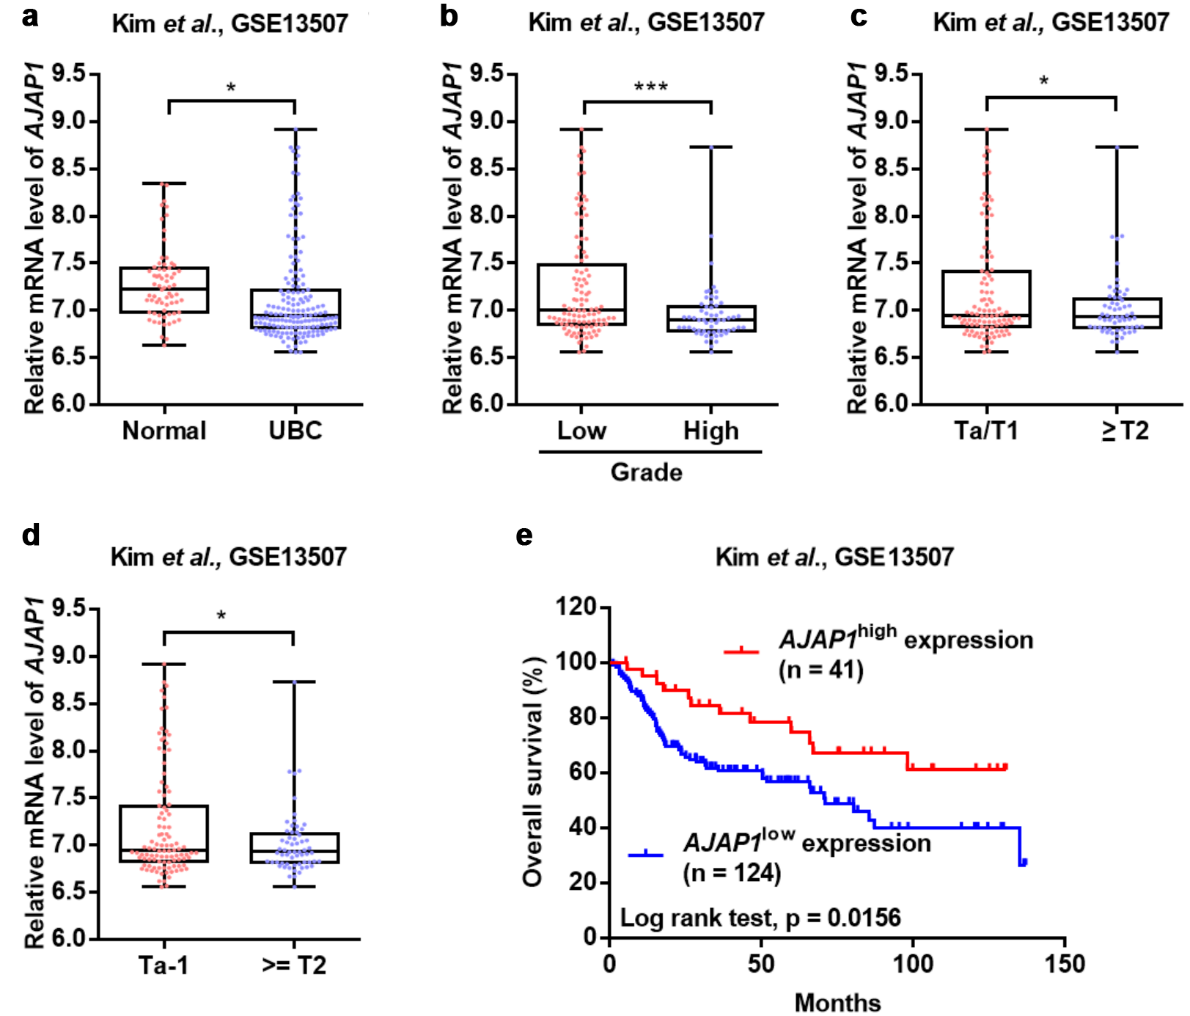
**

**Figure S5|** The mRNA expression levels of *AJAP1* in a database of human UBC specimens (GSE13507). (**A)** *AJAP1* is downregulated in human UBC samples (n = 165) compared with normal bladder mucosae surrounding cancer (n = 68). (**B-D)** The association of *AJAP1* expression with clinicopathological features, such as grade (**B**), stage (**C**) and superficial/invasive UBCs (**D**). (**E)** The overall survival rate of *AJAP1* expression in UBC patients (n = 165).

**
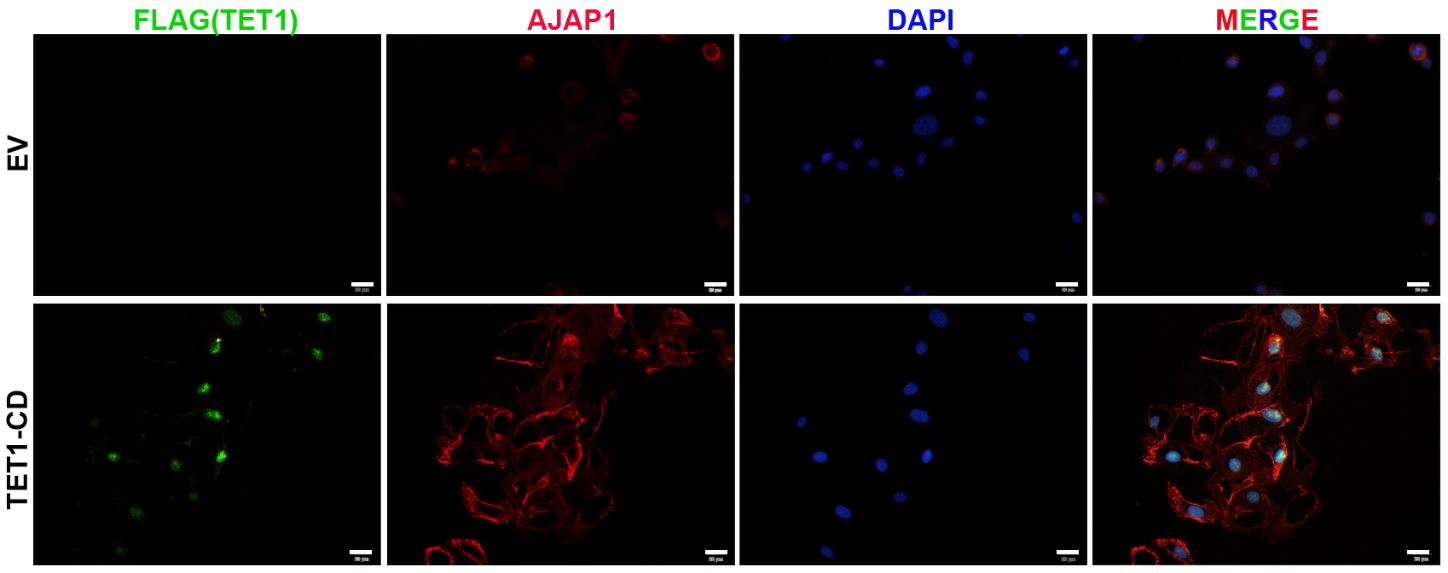
**

**Figure S6|** Overexpression of TET1-CD induces the expression level of AJAP1, which was detected on the cell membrane by immunofluorescence. The ectopic expression of TET1-CD was detected by the antibody to FLAG tag. DAPI was used to stain the nucleus. EV, empty vector control transfectants. Scale bar, 20 μm.

**Table S1**. List for qRT-PCR and hMeDIP primers, siRNAs and shRNAs.

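The primer, siRNA and shRNA sequences of Table S1 can be placed on GRCh37. Each of the 8 hMeDIP primers matched the genome once, on chromosome 1. The amplicon of primer pair #0 spans 4708788 to 4708939 (152 bp) and holds 1 CpG site. Those of pairs #1 (4713992 to 4714139, 148 bp), #2 (4714317 to 4714418, 102 bp) and #3 (4716421 to 4716538, 118 bp) hold 16, 12 and 11 CpG sites. The authors' files start AJAP1 at 4714792, and the span they list for ENST00000378191, counted back from the gene's end, puts the start of that transcript at 4715105. GENCODE release 44 starts it at 4714669, which is 436 bp upstream. From the derived start, amplicon #0 begins at -6317 and amplicon #3 ends at 1433, and from the GENCODE start they do so at -5881 and 1869. From the start of amplicon #1 to the end of amplicon #3, 2547 bp hold 330 CpG sites at 75.1% GC, with a CpG observed to expected ratio of 0.92. The 5204 bp from amplicon #0 up to amplicon #1 hold 93 CpG sites, with a ratio of 0.27. The AJAP1 qRT-PCR primers lie in exon 2 of ENST00000378191 (chromosome 1, 4772459 to 4772534), and the siAJAP1 target (4772454 to 4772472) overlaps the forward primer. In TET1 (ENST00000373644, 12 exons, 9612 nt), the cloning primers of TET1-CD enclose nucleotides 4780 to 6936 of the mRNA, 2157 nt from exon 4 to exon 12 and 22.4% of its length. The shTET1-1 target (6787 to 6807, exon 12) and the shTET1-2 target (5314 to 5334, exon 8) lie inside this part. The siTET1-1 and siTET1-2 targets begin at nucleotides 3497 and 3650, in exon 4 upstream of it.

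**Figure D2:**
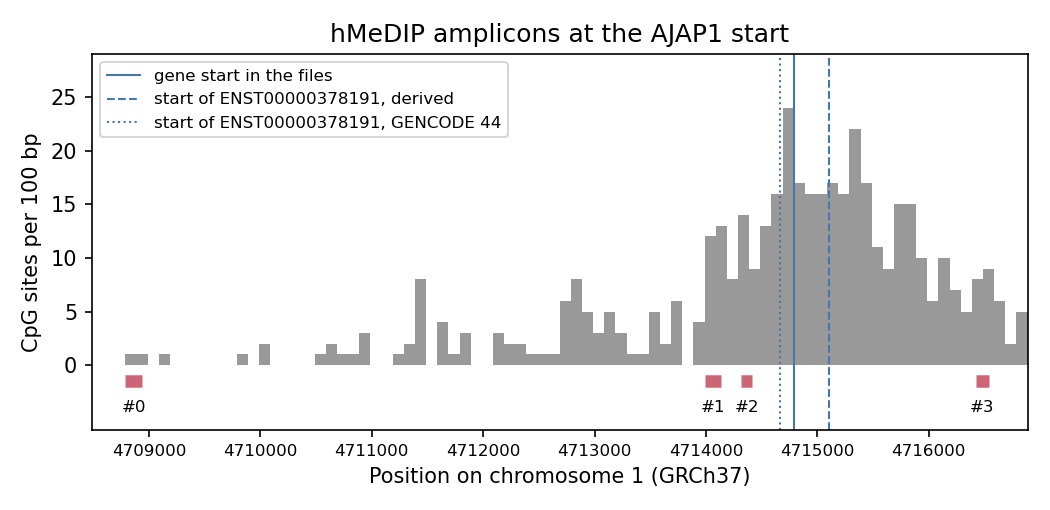
CpG sites per 100 bp along chromosome 1 (GRCh37), with the hMeDIP amplicons #0 to #3 as red bars, the gene start in the authors' files as a solid line, the derived start of ENST00000378191 as a dashed line and its GENCODE start as a dotted line. Amplicon #0 lies where CpG sites are sparse, and the other amplicons lie within the CpG-dense stretch.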

|  | **Direction** | **Sequences (5’-3’)** |
| --- | --- | --- |
| **qRT-PCR Primers** |  |  |
| *β-actin* | Forward | CATGTACGTTGCTATCCAGGC |
|  | Reverse | CTCCTTAATGTCACGCACGAT |
| *AJAP1* | Forward | GAGACTGAGTTCATCGCCTGG |
|  | Reverse | CGTAAACGCCCGGAAATGTG |
| **hMeDIP** |  |  |
| hMeDIP-AJ-0-F | Forward | GCAAGCTGGCTGATGTGGTTT |
|  | Reverse | CAGGTAGAGCTGGAGGTCTGAC |
| hMeDIP-AJ-1-F | Forward | CTGGGCGATGAGGGACCGTT |
|  | Reverse | GCCTACGAGGGACTCCTCTGCT |
| hMeDIP-AJ-2-F | Forward | CTTCGCGTGCCATCCGGTTA |
|  | Reverse | CGGTCCCCACCTTGCGAA |
| hMeDIP-AJ-3-F | Forward | GGGGCATTCACCGAGCTCGT |
|  | Reverse | CGCAGTGCATCCCAGTGGA |
| **Subcloning for mammalian expression** | | |
| pTET1-CD-F | Forward | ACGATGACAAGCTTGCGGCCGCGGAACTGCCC  ACCTGCAGC |
| pTET1-CD-R | Reverse | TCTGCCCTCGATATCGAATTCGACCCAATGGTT  ATAGGGCCCC |
| pTET1CDmut-F | Forward | TCATCCC**T**ACAGGG**C**CATTCACAACATGAATA  ATGGAAGCAC |
| pTET1CDmut-R | Reverse | TGAATG**G**CCCTGT**A**GGGATGAGCACAGAAGTC  CAGGCAAGCA |
| **Subcloning for shRNA constructs** | | |
| shTET1-1F | Forward | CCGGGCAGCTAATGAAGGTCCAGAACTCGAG  TTCTGGACCTTCATTAGCTGCTTTTTG |
| shTET1-1R | Reverse | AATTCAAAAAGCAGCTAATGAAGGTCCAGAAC  TCGAGTTCTGGACCTTCATTAGCTGC |
| shTET1-2F | Forward | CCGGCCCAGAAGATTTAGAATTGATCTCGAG  ATCAATTCTAAATCTTCTGGGTTTTTG |
| shTET1-2R | Reverse | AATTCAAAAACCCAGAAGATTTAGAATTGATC  TCGAGATCAATTCTAAATCTTCTGGG |
| **siRNA sequences** | | |
| siNC |  | UUCUCCGAACGUGUCACGU |
| siAJAP1 |  | CCACAGAGACUGAGUUCAU |
| siTET1-1 |  | CCACAAAGUCACAUGAAUA |
| siTET1-2 |  | GAAAUAAUGAAGUGGAGUA |

**Table S2**. List of antibodies, chemicals and kits.

| **Antibody** | **Company** | **Cat. No.** | **Dilution (Application)** | **RRID** |
| --- | --- | --- | --- | --- |
| 5-hmC | Active Motif | 39769 | 1:10,000 (Dot Blot);  1:1,000 (IHC) | AB_10013602 |
| AJAP1 | Abcam | ab223117 | 1:1,000 (WB); 1:250 (IHC) | N.A. |
| Active β-catenin | Cell Signaling Technology | 8814s | 1:1,000 (WB) | AB_11127203 |
| β-catenin | Cell Signaling Technology | 9581s | 1:1,000 (WB) | AB_490891 |
| β-catenin | BD Biosciences | 610153 | 1:400 (IF); 1:500 (IHC) | AB_397554 |
| CD44 | Cell Signaling Technology | 3570s | 1:1,000 (WB) | AB_2076465 |
| Fibronectin | Santa Cruz | sc-8422 | 1:500 (WB) | AB_627598 |
| GAPDH | Santa Cruz | sc-32233 | 1:2,000 (WB) | AB_627679 |
| Lamin B1 | Cell Signaling Technology | 13435S | 1:1,000 (WB) | AB_2737428 |
| TET1 | GeneTex | GTX124207 | 1:1,000 (WB); 1:500 (IHC) | AB_11176491 |
| 2nd antibody mouse IgG | Cell Signaling Technology | 7076s | 1:5,000 (WB) | AB_330924 |
| 2nd antibody rabbit IgG | Cell Signaling Technology | 7074s | 1:5,000 (WB) | AB_2614860 |
| Alexa 555-conjugated 2nd antibody | Molecular  Probes | A-21428 | 1:1,000 (IF) | AB_141784 |
| **Chemicals** | | **Company** | **Cat. No.** |  |
| 5-aza-dC | | Sigma-Aldrich | A3656 |  |
| Crystal violet | | Sangon Biotech | A100528 |  |
| p-iodonitrotetrazolium violet | | Sigma-Aldrich | 18377 |  |
| Lipofectamine 3000 | | Thermo Fisher | L3000015 |  |
| Methylene blue Solution | | Sangon Biotech | A610622 |  |
| MTT | | Sigma-Aldrich | M2128 |  |
| Protein A/G plus-agarose | | Santa Cruz Biotechnology | sc-2003 |  |
| Puromycin | | Yeason | ISY1130 |  |
| TRIzol | | TaKaRa | 9109 |  |
| Vitamin C | | Sigma-Aldrich | A4034 |  |
| **Kits** | | **Company** | **Cat. No.** |  |
| Annexin V-FITC/PI double staining kit | | Yeasen | 40302 |  |
| Chromatin IP DNA Purification Kit | | Active Motif | 58002 |  |
| DAB kit | | Maixin Bio | DAB-0031 |  |
| ECL substrate kit | | Tanon | 180-501 |  |
| hMeDIP kit | | Active Motif | 55010 |  |
| Mut Express II Fast Mutagenesis Kit | | Vazyme | C214-01 |  |
| Nuclear and Cytoplasmic Protein Extraction Kit | | Yeasen | 20126ES50 |  |
| Prime-Script RT-PCR kit | | TaKaRa | RR047 |  |
| QIAamp DNA Mini Kit | | Qiagen | 51304 |  |

How the deposited data were processed for this re-analysis (not part of the article)

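RNAseq of T24 cells was analysed, with 2 EV and 2 TET1-CD libraries. For each transcript and library, the authors deposited expected counts, which are estimated numbers of fragments that need not be whole. The authors also deposited FPKM values, scaled to transcript length and library size. For 82.8% of transcripts with an FPKM above 5 in EV replicate 1, the length that the FPKM value implies was within 10% of the spliced length. The length column of the files held the genomic span for 82.2% of the transcripts found in GENCODE release 44 on GRCh37. The paper's text does not name the aligner, the quantifier or the annotation release.

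The deposited counts were summed over the transcripts of each gene and rounded. Totals were 17442143 to 20295266 fragments per library. TET1-CD and EV cells were compared with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr, no block) in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg. TMM factors were between 0.993 and 1.005. A DEG had a fold change of at least 2 and a p under 0.05, adjusted or not. Standard errors of edgeR's log2 fold changes were taken as the fold change divided by the square root of its F statistic. The gene lists, which were fixed at the same time as the rule below, were tested by limma 3.58.1 (camera with an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2), and their share of DEGs by Fisher's exact test, two-sided, which was added after the data were seen. The 4 libraries form the replicates as numbered in the labels and in Figure 5A, and the replicate block uses those numbers. Whether same-numbered libraries share a culture is not stated in the paper's text.

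The genes named were fixed by a rule before the data were examined. They are the 7 genes the paper names for these data, TET2, TET3, CTNNB1 and PCNA, the 5 largest rises and the 5 largest falls among protein-coding genes with adjusted p under 0.05 whose libraries did not overlap, and up to 3 genes with the smallest p in each of 8 hand-written lists. The rises were ranked by edgeR's log2 fold change, which places genes listed at 0 in EV first. PCNA had a log2 fold change of 0.07.

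The test was tried on simulated data, with 200 of 14573 genes changed by known amounts. edgeR recovered 87% of the 2-fold and 92% of the 4-fold changes, with no sign error, and 28 of the 207 genes it called were unchanged. DESeq2 1.42.0 recovered 77% and 88%, and 6 of its 171 calls were unchanged genes. Calls were made at an adjusted p of 0.05, without the fold change threshold of the DEGs. The share of unchanged genes among edgeR's calls was above 0.05, so its adjusted p was too low in this simulation. This bears on calls by adjusted p alone more than on the DEGs.

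The alternatives were DESeq2, RLE normalization, library size only, no filter, 10 counts in every library, a replicate block, limma-voom, no fold change threshold, a glmTreat test against a fold change of 1.5 and the omission of each library. Tests of single transcripts with edgeR and with DESeq2, DESeq2 with its fold change prior, the ratio of mean FPKM and Fisher's exact test without the genes the paper names were added after the data were seen. GO terms were not used here, since the files carry none. Experiments of the paper other than this RNAseq were not analysed here, and the value of one cell-cell junction gene is not reported here.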

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

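In this part, the tests on germline, interferon-stimulated and cell cycle genes for GC content, transcript length, copy number, paralogs and single members were chosen after the result was seen, as were the test for library size and the planted trends. The other tests of all DEGs were set earlier.

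As a set, the genes of a hand-written germline list were higher in TET1-CD cells, and the paper does not discuss them. Of 79 genes in the list, 20 were tested, and 12 were DEGs, all higher. This is 60% of the list's tested genes, against 3.7% of the other genes tested. A gene listed at 0 in both EV libraries, such as MAGEC2 or CTAG2, could be tested only if it had counts in TET1-CD cells. The share among tested genes therefore depends in part on the rise itself. The mean log2 fold change of the list exceeded that of the other genes by 2.08 (limma's camera test, adjusted p = 2.32e-10), and 16 of the 20 genes were higher. SPANXC, one of a family of near-identical genes, rose from 19 and 21 counts to 447 and 513, and MAGEB2 from 1308 and 1252 to 4450 and 4952. MAGEC2 (a lower bound of 5.41 on the log2 scale) and CTAG2 (5.34) were listed at 0 in EV. Not every member moved, since MAGEA1 had a log2 fold change of -0.02 and CSAG1 -0.07, both named after their values were seen. The list is not complete, and XAGE1E, a cancer-germline gene outside it, fell from 11 and 19 counts to 0 and 1. On edgeR's log2 fold changes, the list's excess was 3.15 before any correction, 3.146 after a correction for GC content, 3.147 after one for transcript length and 3.065 after subtraction of a running median over 51 neighbouring genes. Counts were also summed over the 9 families that hold a DEG, and 8 sums were at least 2-fold higher. Fragments shared within a family cannot raise its sum, and the sum over 11 SPANX genes rose from 32 and 26 counts to 554 and 648. The families were chosen for a DEG, and several sums rest on a single gene, such as HORMAD1, CTAG2, PRAME and TEX15. The sum of MAGEA, which has several expressed members, was 1.1-fold higher, so shared fragments remain open for its members. These families were defined after a first grouping by symbol prefix, in which 7 of 10 were higher, had merged unrelated genes. When the inter-gene correlation was estimated from the data, the adjusted p was 0.336, the highest over the alternatives, which went down to 2.32e-10. With 2 libraries per group that setting has little power, so it cannot decide whether correlated genes account for the excess. With 10 counts in every library the excess was 0.85. A response to the catalytic domain is one hypothesis, but selection of each cell population was not tested, and the pattern cannot be told apart from it, nor, for the MAGEA genes, from fragments shared between paralogs.

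Interferon-stimulated genes were lower in TET1-CD cells, by -0.51 on the log2 scale against the other genes (camera, adjusted p = 2.99e-11), with 54 of 58 lower. IFITM2 had a log2 fold change of -1.12, STAT2 -0.60 and IFI6 -1.06. The excess on edgeR's scale was -0.53 before correction, -0.533 after correction for GC content, -0.531 for transcript length and -0.513 for copy number. A few members did not carry the difference, since the median of -0.418 was close to the mean of -0.488. However, fry gave an adjusted p of 0.0978, and an estimated inter-gene correlation gave 0.457, within a range of 1.62e-12 to 0.457 over the alternatives. The estimated correlation leaves little power with 2 libraries per group. Differences between cultures, such as an interferon response in the EV cells, were not tested and may remain.

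Cell cycle genes were higher by 0.07 (camera, adjusted p = 0.00373), with 57 of 81 genes higher and 24 lower. There were 0 DEGs among them, and 0 by unadjusted p. Of the 3 genes with the smallest p, CDT1 (a log2 fold change of 0.63) and CDC25A (0.39) were higher. NUSAP1 (-0.34, adjusted p = 0.00204 from edgeR) was lower. A symbol listed under more than one gene accounts for the count above the 80 symbols written. On edgeR's scale the excess was 0.059 before correction, 0.057 after correction for GC content, 0.058 for transcript length and 0.055 for copy number. With fry the adjusted p was 0.221, within a range of 0.00253 to 0.637 over the alternatives. The paper reports lower viability and fewer colonies for TET1-CD than for EV T24 cells, which is opposite in direction to higher cell cycle genes. Growth of the sequenced cultures themselves was not tested, and a difference in it may remain.

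Single genes that the paper does not name also stood out. SLC14A1 (4.46) and PTPN7 (3.56) were higher, as lower bounds on the log2 scale. RP4-576H24.4 (-3.83), XAGE1E (-2.34) and KCNJ16 (-2.20) were lower, as bounds, and CHKB-CPT1B (-3.49) and RP11-203J24.9 (-3.19) as estimates. All these values rest on 2 libraries per group. With one library left out, RP11-203J24.9 was from -4.19 to -2.30 and CHKB-CPT1B from -4.46 to -2.87. The bounds were from -2.77 to -1.75 for XAGE1E and from 2.99 to 3.96 for PTPN7. All the genes of this paragraph kept their direction. Several of the genes that fell overlap or resemble other genes, and the split of their fragments was not tested.

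Of the 549 DEGs, 543 were still called after a correction for GC content and 542 after one for transcript length, 519 after all libraries were thinned to the smallest total, 548 without the 10 genes with most counts in the totals and 508 after subtraction of the running median. Log2 fold changes of neighbouring genes had a rank correlation of 0.084. Values for GC content and length were known for 534 of the DEGs, and the others were not corrected. Of these 534, 528 were still called after the correction for GC content and 527 after the one for length. Both corrections remove only a smooth trend over all genes, and the fitted trend was small here, with a difference between groups from -0.061 to 0.014 on the log2 scale for GC content and from -0.043 to 0.01 for length, at the 1st and 99th percentiles of the genes. When a trend of 0.5 per SD was planted in the TET1-CD counts, the slope was 0.524 before and 0.066 after correction for GC content, and 0.492 and 0.069 for length.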

How the results depend on the processing

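The counts of DEGs depended on the thresholds and on the filter. From 549 by adjusted p, the count fell to 332 with 10 counts in every library and to 301 with glmTreat against a fold change of 1.5, and rose to 2865 without a fold change threshold. From 712 by unadjusted p, it was 343 with 10 counts in every library and 1070 without a filter. Alternatives added after the data were seen gave 102 by either p with DESeq2's fold change prior. Single transcripts gave 1 by adjusted p and 1887 by unadjusted p with edgeR, and 1213 and 2309 with DESeq2. The cause was not tested. In the other settings with all libraries, the count by adjusted p was between 384 and 728. With a replicate block it was 568. No test of DEGs was possible with a library left out, since 1 library then remains in a group.

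TET1, TIMP3, DKK1, CD44 and FN1 kept their direction under each alternative that summed counts or FPKM per gene, and their side of an adjusted p of 0.05 under each of these that tested a difference from 0, where it was from 0.00245 to 0.0455 for CD44 and from 2.78e-06 to 0.0164 for FN1. With glmTreat against a fold change of 1.5 it was 1 for CD44 (a log2 fold change of -0.19) and for FN1 (-0.26), while TET1, TIMP3, DKK1 and AJAP1 were called. Single transcripts did not all do so. With edgeR, the adjusted p was 0.238 for the single TIMP3 transcript and 0.065 for DKK1 transcript ENST00000373970, and CD44 transcript ENST00000527326 rose by 1.67 on the log2 scale. The TIMP3 transcript held the gene's own counts and log2 fold change of 1.69. Its higher adjusted p therefore came from the test over 43213 transcripts and the spread borrowed from them (standard error 0.26), not from its counts. For AJAP1 transcripts ENST00000378190 and ENST00000378191, edgeR's adjusted p was 0.18 and 0.172. DESeq2 on single transcripts called both (adjusted p = 2.28e-07 and 9.6e-08). FN1 transcript ENST00000345488 was listed at 0 in both EV libraries and at 15.3 and 14.6 in TET1-CD cells. Across the 4 fits that each left out one replicate, the log2 fold change was from 4.94 to 5.12 for TET1, from 1.54 to 1.84 for TIMP3, from 1.19 to 1.27 for DKK1, from -0.23 to -0.16 for CD44 and from -0.31 to -0.22 for FN1. The lower bound for AJAP1 was from 6.12 to 6.35, and the gene could not be tested with 10 counts in every library. TIMP1 changed sign, since its value was near 0. It was -0.004 in the main setting, 0.008 with library size only, 0.001 with a replicate block, 0.004 with limma-voom and 0.007 as the ratio of mean FPKM, and from -0.14 to 0.14 with one replicate left out.

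Among the lists, fry in place of camera gave an adjusted p under 0.05 for cell-cell junctions (a difference of 0.237), cell-substrate junctions (0.144), Wnt/β-catenin targets (0.134), Wnt antagonists (0.779) and p53 targets (-0.149), and one above it for interferon-stimulated genes (-0.512) and the cell cycle (0.07). An estimated inter-gene correlation removed the calls of interferon-stimulated genes (-0.512), the cell cycle (0.07) and germline genes (2.081). No list passed in that setting of camera, and the lowest adjusted p was 0.336, for germline genes. The test then has only the residual degrees of freedom of 4 libraries and little power. The lost calls therefore cannot decide whether correlated genes account for the differences. The difference itself is the same in these settings, since only the test changed. For Wnt antagonists it became -0.005 with 10 counts in every library and -0.026 without the genes the paper names. AJAP1 is left out in both settings, while DKK1 is kept in the former. Fisher's exact test, two-sided, was added after the data were seen. Of the 10 Wnt antagonists tested, 3 were DEGs, 2 higher and 1 lower, which is 30% against 3.7% of the other genes (adjusted p = 0.0209 over the 8 lists by this test). Of the 20 germline genes tested, 12 were DEGs, 60% against 3.7% (adjusted p = 5.56e-12). The call of Wnt antagonists rests on AJAP1 and DKK1, which the paper names. Without the genes the paper names, 1 of 8 was a DEG, 12.5% against 3.7% (adjusted p = 0.351), and germline genes alone passed (12 of 20, adjusted p = 5.12e-12).

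Among 32 other genes, CTNNB1 changed sign, with values from -0.125 to 0.017 across the fits that left out one replicate. Of the 264 values of these genes with all libraries, 9 moved without a test, 2 became stronger and 1 weaker. Of their 128 values without one replicate, 25 moved by more than the spread between replicates. The GO test and the alternatives for files without counts were not run.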

Differences from the paper's values

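The paper states that TIMP3 rose 2.1-fold, and the value here was 3.24-fold. Among the alternatives set before the data were examined, the value was within 1.5 times the paper's without EV replicate 1 (2.91-fold) and without TET1-CD replicate 2 (3.07-fold). It was not with DESeq2 (3.23-fold), RLE normalization (3.23-fold), library size only (3.26-fold), no filter (3.23-fold), 10 counts in every library (3.24-fold), a replicate block (3.22-fold), limma-voom (3.24-fold), without EV replicate 2 (3.58-fold) or without TET1-CD replicate 1 (3.39-fold). Of the settings chosen after seeing the values, DESeq2 with its fold change prior gave 1.88-fold and the ratio of mean FPKM 3.24-fold. DESeq2 with this prior gave 21-fold for TET1, against the paper's 35-fold. For DKK1 the paper states a rise of 1.8-fold, and the value here was 2.34-fold. It was within 1.5 times the paper's but above it in every setting, from 2.26-fold to 2.4-fold.

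Figure 5A places CD44 and FN1 among the genes lower in TET1-CD cells and TIMP1 among the higher ones, as DEGs. Here CD44 (a log2 fold change of -0.19) and FN1 (-0.26) were lower by less than a fold change of 2, and TIMP1 (-0.004) did not differ. Without the fold change threshold, an alternative set before the data were examined, CD44 (adjusted p = 0.0387 from edgeR) and FN1 (0.0141) were called, and TIMP1 (0.981) was not. Tests of single transcripts, chosen after seeing the values, did call some transcripts. With edgeR, 3 of 20 CD44 transcripts and 2 of 19 FN1 transcripts passed by unadjusted p, and 0 by adjusted p. With DESeq2, 2 CD44 and 2 FN1 transcripts passed by adjusted p, and 3 of each by unadjusted p. The CD44 transcripts called by adjusted p both fell, ENST00000525469 with a log2 fold change of -3.09 and ENST00000415148 with one of -2.05, while ENST00000527326, with one of 1.67, passed by unadjusted p alone. Of the FN1 transcripts called by adjusted p, ENST00000474036 had a log2 fold change of -1.69, and ENST00000345488 was listed at 0 in both EV libraries and higher in TET1-CD cells. The called transcripts held a small part of their genes' counts. The transcripts with most counts had log2 fold changes of -0.17 (CD44 ENST00000263398) and -0.3 (FN1 ENST00000336916). The split between transcripts also varied within a group, since FN1 ENST00000443816 had 2535.3 counts in EV replicate 1 and 0.7 in EV replicate 2. No TIMP1 transcript passed in either test, by adjusted or unadjusted p.

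The paper finds cell-cell and cell-substrate junction genes enriched by GO analysis. With the hand-written lists, the adjusted p over 8 lists was 0.437 and 0.0818 by camera and 0.0752 and 0.421 by Fisher's exact test. With fry, which was not run without AJAP1, it was 0.0275 and 0.0338. The paper also finds several Wnt/β-catenin target genes lower, and of the 37 target genes tested here 18 were lower and 0 of these were DEGs, 0 by unadjusted p. Without the fold change threshold, 7 target genes were called lower and 8 higher.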

Other observations

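No test in this part was chosen after its result was seen, although AJAP1's own counts were known when they were set.

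Genes at or under 3 counts in both libraries of one group and at 30 or more in both of the other were counted. There were 14 such genes silent in EV alone, AJAP1 among them, and 1 silent in TET1-CD alone, RP4-576H24.4. If 2 cell populations had drifted in either direction alike, the counts would be similar, and an exact binomial test, two-sided, gave p = 9.77e-04. Genes that switch together are not independent, and drift in a single direction was not tested, so the asymmetry may still come from it.

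If loss of promoter DNA methylation were the cause, the genes silent in EV alone might have more CpG-rich starts. Their mean CpG observed to expected ratio within 500 bases of the start was 0.592, against 0.154 for the gene silent in TET1-CD alone and 0.694 for 12624 expressed genes. A one-sided permutation test gave p = 0.137, but a group of 1 gene cannot decide this, and the explanation is left open. AJAP1 had a ratio of 1.01 and SLC14A1 one of 0.15, so the 14 genes were not alike in this respect. DNA methylation itself was not analysed here.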
